# Suppression of ischemia in arterial occlusive disease by JNK-promoted native collateral artery development

**DOI:** 10.7554/eLife.18414

**Published:** 2016-08-09

**Authors:** Kasmir Ramo, Koichi Sugamura, Siobhan Craige, John F Keaney, Roger J Davis

**Keywords:** JNK, MLK, angiogenesis, collaterogenesis, collateral arteries, Mouse

## Abstract

Arterial occlusive diseases are major causes of morbidity and mortality. Blood flow to the affected tissue must be restored quickly if viability and function are to be preserved. We report that disruption of the mixed-lineage protein kinase (MLK) - cJun NH_2_-terminal kinase (JNK) signaling pathway in endothelial cells causes severe blockade of blood flow and failure to recover in the murine femoral artery ligation model of hindlimb ischemia. We show that the MLK-JNK pathway is required for the formation of native collateral arteries that can restore circulation following arterial occlusion. Disruption of the MLK-JNK pathway causes decreased Dll4/Notch signaling, excessive sprouting angiogenesis, and defects in developmental vascular morphogenesis. Our analysis demonstrates that the MLK-JNK signaling pathway is a key regulatory mechanism that protects against ischemia in arterial occlusive disease.

**DOI:** http://dx.doi.org/10.7554/eLife.18414.001

## eLife digest

A blocked artery can have serious health consequences. For example, heart attacks and strokes are caused by such blockages. Artery blockages are harmful because tissues and organs are supplied with oxygen carried in blood cells and without adequate oxygen they may suffer damage or even die. The body has back up arteries or collateral arteries that help to mitigate the damage caused by a blood flow blockage. These arteries normally do not deliver blood to tissues. However, if an artery becomes blocked, these arteries can provide new and efficient routes of blood flow that can bypass the blockage.

How well patients fair after an artery blockage depends on them having a working system of collateral arteries. These collateral vessels must quickly spring into action and even widen to accommodate adequate blood flow. However, little is known about how the collateral arteries are formed.

Previous studies have suggested that an enzyme called cJun NH2-terminal kinase (or JNK for short) was essential for the formation of new blood vessels. Now, Ramo et al. show that while JNK is essential for the formation of collateral arteries during development, it is not required for the formation of blood vessels in adults. In the experiments, mice were genetically engineered to lack genes encoding two types of JNK in the cells that line the blood vessels. When these mice became adults they were still able to produce new blood vessels, just like normal mice. But the genetically engineered mice were missing the healthy collateral arteries that mice normally have in their muscles.

Next, Ramo et al. blocked arteries in the muscles of mice and found that mice without JNK suffered worse injuries than normal mice. Further experiments showed that JNK helps to regulate genes that control blood vessel formation during early development. Without JNK, developing blood vessels grow into poorly organized networks instead of forming normal collateral arteries. The experiments suggest that humans who have mutations in the genes for JNK or related genes may be more susceptible to the harmful effects of artery blockages in the muscles. More studies are now needed to test this hypothesis.

**DOI:** http://dx.doi.org/10.7554/eLife.18414.002

## Introduction

Ischemic stroke, myocardial infarction and peripheral artery disease result from arterial occlusion that blocks blood flow leading to severe tissue ischemia and necrosis. To prevent loss of tissue viability and function, blood flow to the affected tissue must be restored quickly. Collaterals are artery-to-artery or arteriole-to-arteriole interconnections that can bypass an occlusion by providing an alternative route for blood flow to the affected tissue that restores tissue homeostasis and limits tissue damage (Antoniucci et al., 2002; Schaper, 2009; Faber et al., 2014; Simons and Eichmann, 2015). Indeed, clinical outcome in patients with arterial occlusion depends on the presence of an adequate collateral circulation and animal models of arterial occlusion provide strong evidence for the critical importance of the extent of the native (pre-existing) collateral circulation in restoring blood perfusion and limiting ischemic sequelae following arterial occlusion.

Adequate restoration of blood flow depends on collateral artery size, number, and the pattern of connectivity, but also on functional adaptation to changes in blood flow. Following arterial occlusion, more blood flow is diverted to the collateral circulation and this increased flow and sheer stress in collateral arteries initiates a number of processes that result in the outward remodeling (arteriogenesis) of these vessels into efficient conductance arteries (Heil et al., 2006; Schaper, 2009; van Royen et al., 2009; Simons and Eichmann, 2015). Collateral artery remodeling involves multiple cellular processes, including endothelial cell activation and proliferation, monocyte/macrophage recruitment and smooth muscle cell proliferation, all of which contribute to increased collateral artery diameter, including increased thickness of the tunica media. These structural and functional adaptations depend on the presence of the native collateral circulation.

Although the collateral circulation is crucially important for the protective response to arterial occlusive diseases, little is known about the cellular and morphogenetic processes, or the molecular factors and mechanisms, that contribute to native collateral artery formation (Antoniucci et al., 2002; Schaper, 2009; Faber et al., 2014; Simons and Eichmann, 2015). However, studies of leptomenengial (or pial) collateral arteries in the brain have provided significant insight. Murine pial collaterals are established during embryonic development with some remodeling and maturation continuing postnatally. The process of native collateral artery formation during embryogenesis has been termed collaterogenesis and involves a number of molecules including, platelet-endothelial cell adhesion molecule 1 (PECAM1) (Chen et al., 2010), gap junction protein, connexin37 (Cx37) (Fang et al., 2011, 2012), prolyl hydroxylase domain-containing protein 2 (PHD2) (Takeda et al., 2011), endothelial nitric oxide synthase (eNOS) (Dai and Faber, 2010), chloride intracellular channel 4 (CLIC4) (Chalothorn et al., 2009), and Synectin (Moraes et al., 2013). Signaling pathways that have been reported to contribute to collaterogenesis include NF-κB (Tirziu et al., 2012), VEGF (Chalothorn et al., 2007; Lucitti et al., 2012), and the Dll4 – Notch pathway (Cristofaro et al., 2013).

The purpose of this study was to examine the role of the c-Jun NH_2_-terminal kinase (JNK) (Davis, 2000), a signaling pathway that has been reported to play major roles in angiogenic responses (Jiménez et al., 2001; Ennis et al., 2005; Medhora et al., 2008; Uchida et al., 2008; Guma et al., 2009; Shen et al., 2010; Kaikai et al., 2011; Ma et al., 2012; Du et al., 2013; Salvucci et al., 2015). Our approach was to study the effect of compound gene disruption in endothelial cells to prevent JNK signaling in mice. We did not find that JNK signaling was required for angiogenesis in vitro or in adult mice, but JNK signaling is required for proper vascular morphogenesis and the normal formation of collateral arteries in muscle.

## Results

We tested the role of the JNK signaling pathway in endothelial cells using a conditional gene ablation strategy. In addition to the ubiquitously expressed JNK1 and JNK2 isoforms, JNK3 may also be expressed by some endothelial cells (Pi et al., 2009). We therefore established mice with endothelial deficiency of JNK1/2 (E^2KO^) or all three JNK isoforms (E^3KO^). Control mice included *Cre^+^* (E^WT^ and E^Ctrl^) mice and *Cre^-^* littermates (E^fCtrl^). The E^2KO^ and E^3KO^ mice used in this study developed normally and were healthy and fertile. We found no differences in body weight at birth and postnatal (P) day 6, but adult E^2KO^ and E^3KO^ mice were slightly smaller than control mice (Figure 1—figure supplement 1A–C). Primary murine lung endothelial cells (MLEC) isolated from E^3KO^ mice (Figure 1—figure supplement 1D,E) demonstrated reduced JNK expression compared with MLEC from control mice (Figure 1A). Control studies demonstrated that JNK expression by hematopoietic cells, the number of circulating blood cells, and bone marrow function in transplantation assays were similar in control and E^3KO^ mice (Figure 1—figure supplement 2).

**Figure 1.**
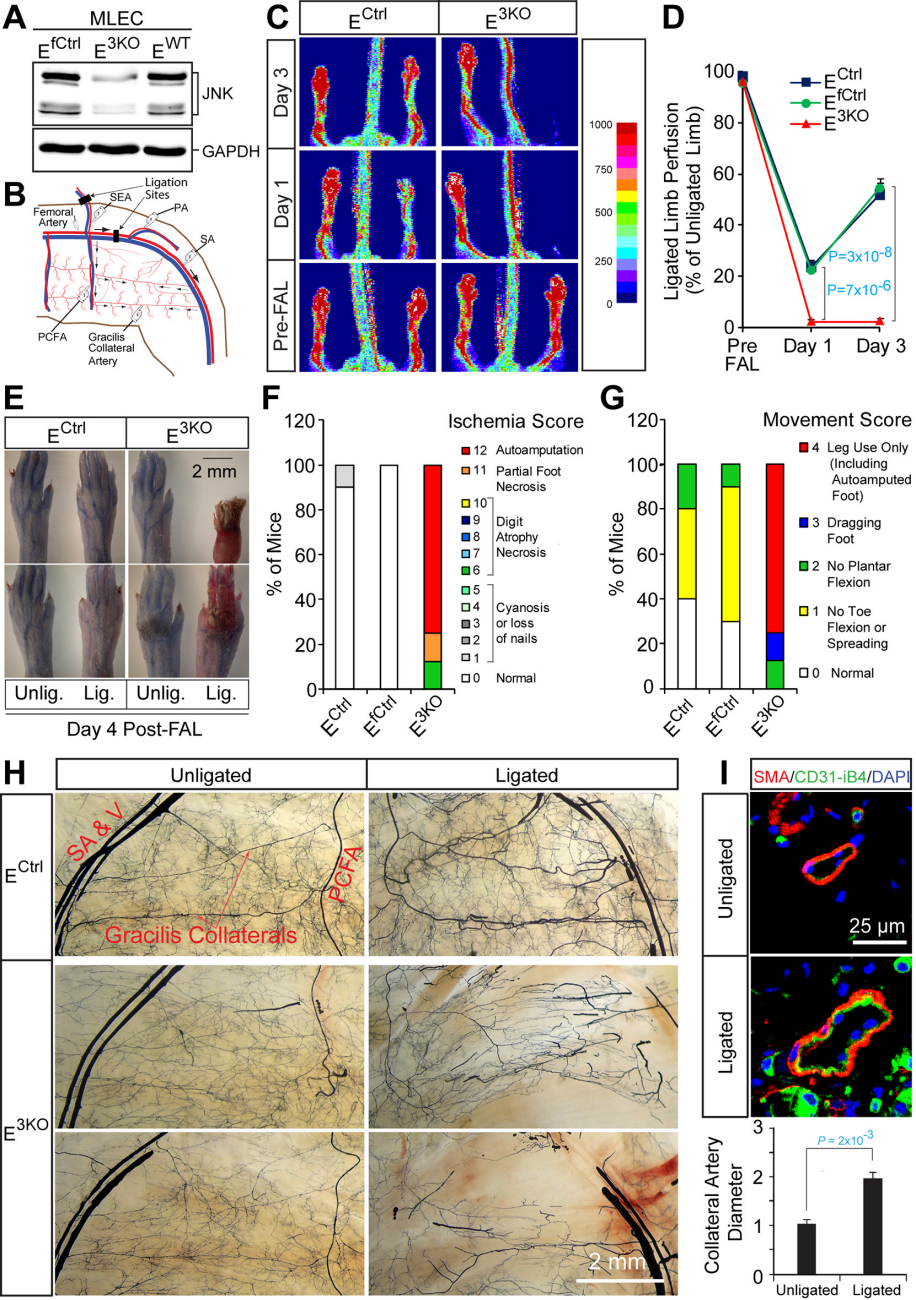
Enhanced blood perfusion blockade and severe ischemic injury in endothelial JNK-deficient mice upon arterial occlusion. (**A**) Control and JNK-deficient primary endothelial cells were examined by immunoblot analysis by probing with antibodies to JNK and GAPDH. (**B**) Simplified diagram of the medial aspect of the mouse hindlimb skeletal muscle vasculature. The common femoral artery (FA) and its main branches (proximal caudal femoral artery [PCFA], popliteal artery [PA] and saphenous artery [SA]) supply blood to the proximal and distal hindlimb. Ligation of the FA plus the superficial epigastric artery (SEA) as indicated, leads to reduced blood flow to the distal hindlimb, while flow through the PCFA and gracilis collaterals is enhanced. (**C**) Representative laser Doppler images showing blood perfusion (high perfusion red, no perfusion dark blue) in the hindlimbs of control and JNK-deficient mice prior to unilateral FA ligation (Pre-FAL) and on day 1 and 3 post-FAL. (**D**) Quantitation of hindlimb blood flow shows significantly enhanced blood perfusion blockade following FAL and no recovery 3 days after ligation in JNK-deficient mice compared to control mice (mean ± SEM; n = 7~10). (**E**) Representative images of mouse paws on Day 4 post-FAL. Lig., ligated; Unlig., contralateral unligated. (**F**,**G**) Quantitation of ischemic (**F**) and movement (**G**) scores for mice on Day 4 post-FAL (7~10 mice per group). (**H**) Representative whole mount preparations of the medial surface of Microfil-filled adductor muscle vasculature from day 4 post-FAL hindlimbs and contralateral unligated limbs. (**I**) The gracilis collateral arteries were stained for SMA and CD31/iB4. The artery diameter was quantitated (mean ± SEM; n = 10~12). Source data are included as Figure 1—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18414.003 10.7554/eLife.18414.004Figure 1—source data 1.Source data for Figure 1.This file contains raw source data used to make the graphs presented in Figure 1.**DOI:** http://dx.doi.org/10.7554/eLife.18414.004

**Figure 1—figure supplement 1.**
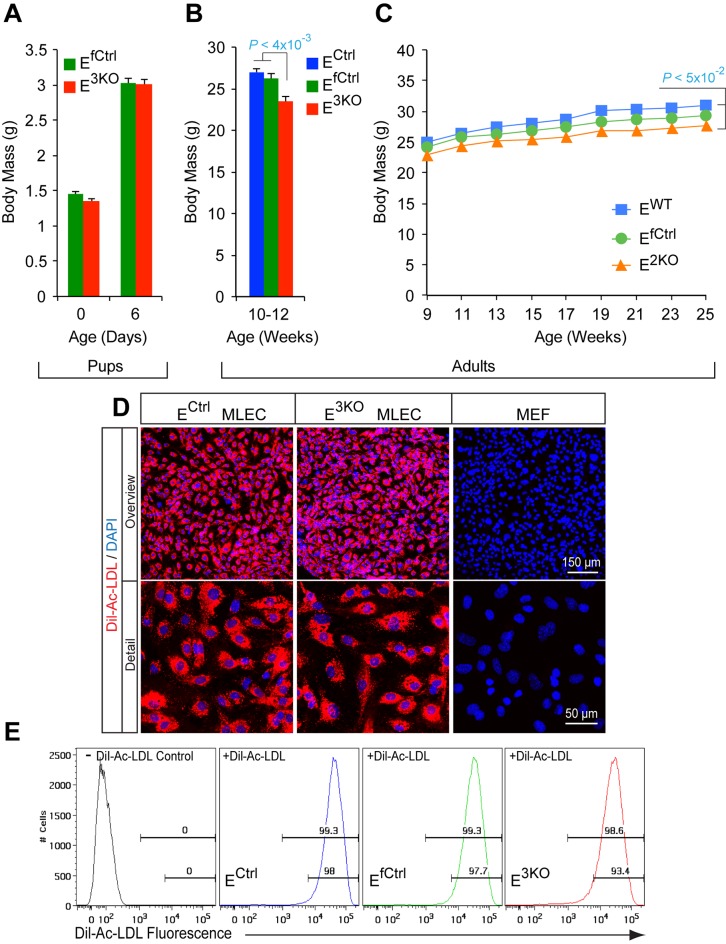
Characterization of endothelial JNK-deficient mice and lung endothelial cells. (**A**) The body mass of endothelial JNK-deficient mice and control mice was examined at P0 and P6 (mean ± SEM; n = 12~23). No statistically significant differences in body mass between groups were identified. (**B**,**C**) The body mass of adult endothelial JNK-deficient mice and control mice was examined (mean ± SEM; n = 10 (**B**) and n = 7~10 [**C**]). The endothelial JNK-deficient mice were found to have a small, but statistically significant, decrease in body mass compared with control mice. (**D**,**E**) Primary murine endothelial cells (MLEC) and fibroblasts (MEF) were incubated (4 hr) with Dil-labeled acetylated low density lipoprotein (Dil-Ac-LDL, red), washed, fixed, stained with DAPI (blue), and examined by fluorescence microscopy (**D**) and flow cytometry (**E**). Source data are included as Figure 1—figure supplement 1—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18414.005 10.7554/eLife.18414.006Figure 1—figure supplement 1—source data 1.Source data for Figure 1—figure supplement 1.This file contains raw source data used to make the graphs presented in Figure 1—figure supplement 1.**DOI:** http://dx.doi.org/10.7554/eLife.18414.006

**Figure 1—figure supplement 2.**
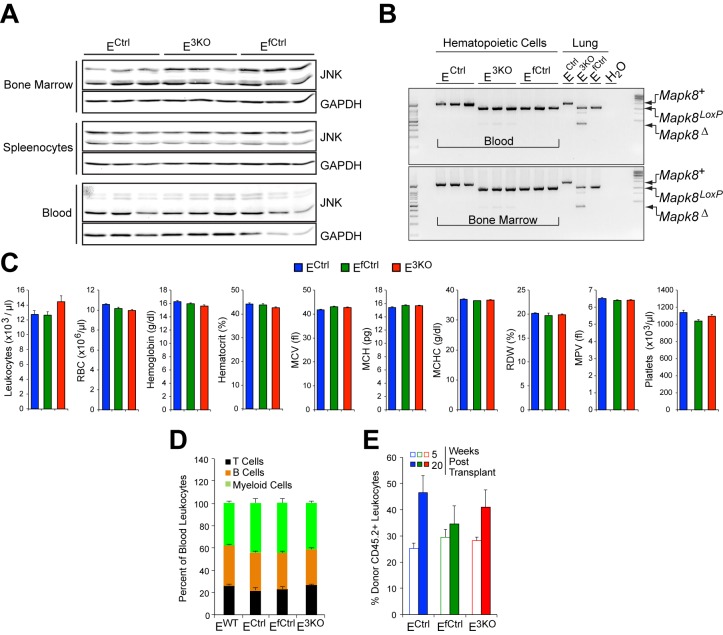
Endothelial JNK-deficient mice have no major perturbations in the hematopoietic system. (**A**) Bone marrow, splenocytes, and blood cells isolated from endothelial JNK-deficient mice and control mice were examined by immunoblot analysis by probing with antibodies to JNK and GAPDH. The data presented are representative of 2 independent experiments (n = 5 mice). (**B**) Genomic DNA isolated from blood, bone marrow, and lung tissue was examined by PCR analysis to detect Cre-mediated recombination of the *Mapk8* gene. The data presented are representative of 3 independent experiments (n = 3 mice). (**C**) Blood cell analysis demonstrated no significant differences (p>0.05) between endothelial JNK-deficient mice and control mice (mean ± SEM; n = 15). RBC, red blood cells; MCV, mean corpuscular volume; MCH, mean corpuscular hemoglobin; MCHC, mean corpuscular hemoglobin concentration; RDW, red cell distribution width; MPV, mean platelet volume. (**D**) Flow cytometry demonstrated no significant differences (p>0.05) in the frequency of myeloid cells (CD11b^+^), B cells (CD19^+^) and T cells (CD3e^+^) in the blood of control and endothelial JNK-deficient mice (mean ± SEM; n = 8~10). (**E**) Flow cytometry analysis of peripheral blood demonstrated no significant differences in chimerism at 5 and 20 weeks post-transplantation between mice transplanted with bone marrow cells from control and endothelial JNK-deficient mice (mean ± SEM; n = 7~8). Source data are included as Figure 1—figure supplement 2—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18414.007 10.7554/eLife.18414.008Figure 1—figure supplement 2—source data 1.Source data for Figure 1—figure supplement 2.This file contains raw source data used to make the graphs presented in Figure 1—figure supplement 2.**DOI:** http://dx.doi.org/10.7554/eLife.18414.008

**Figure 1—figure supplement 3.**
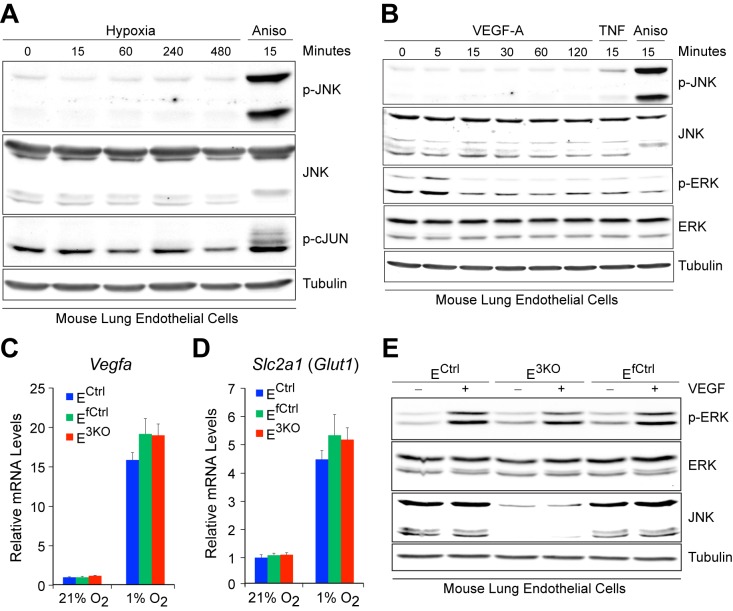
Normal hypoxia responses and VEGF signaling in JNK-deficient endothelial cells. (**A**) Primary MLEC incubated overnight in media with 1% FBS were placed under hypoxia (1% O_2_). The cells were examined by immunoblot analysis with antibodies to pJNK, JNK, pSer^63^-cJun, and αTubulin. No change in the phosphorylation of JNK or its substrate cJun was detected. In contrast, anisomycin (Aniso, 1 μg/ml) treatment caused phosphorylation of both JNK and cJun. The data presented are representative of two independent experiments. (**B**) Primary MLEC incubated overnight in media with 1% FBS were treated with VEGFa (100 ng/ml, added directly to existing media). The cells were examined by immunoblot analysis with antibodies to pJNK, JNK, pERK, ERK and αTubulin. VEGF-A treatment caused phosphorylation of ERK at 5 min, but not JNK. In contrast, TNFα (20 ng/ml) and Anisomycin (Aniso, 1 μg/ml) treatment caused JNK phosphorylation. The data presented are representative of two independent experiments. (**C**,**D**) Endothelial cells in media containing only 1% FBS were incubated under normoxic (21% O_2_) or hypoxic (1% O_2_) conditions for 16 hr. The mRNA expression of the hypoxia responsive genes *Vegfa* (**C**) and *Slc2a1 (Glut1*) (**D**) was examined by quantitative RT-PCR analysis (mean ± SEM; n = 4). Data presented are from one of at least 2 similar experiments with independent endothelial cell preparations. (**E**) Endothelial cells incubated overnight in media containing only 1% FBS were treated with VEGF-A (100 ng/ml, added directly to existing media) for 5 min and extracts were examined by immunoblot analysis with antibodies to p-ERK, ERK, JNK and Tubulin. VEGF-A-stimulated ERK phosphorylation was similar in JNK-deficient and control cells. The data presented are representative of two experiments with independent endothelial cell preparations. Source data are included as Figure 1—figure supplement 3—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18414.009 10.7554/eLife.18414.010Figure 1—figure supplement 3—source data 1.Source data for Figure 1—figure supplement 3.This file contains raw source data used to make the graphs presented in Figure 1—figure supplement 3.**DOI:** http://dx.doi.org/10.7554/eLife.18414.010

**Figure 1—figure supplement 4.**
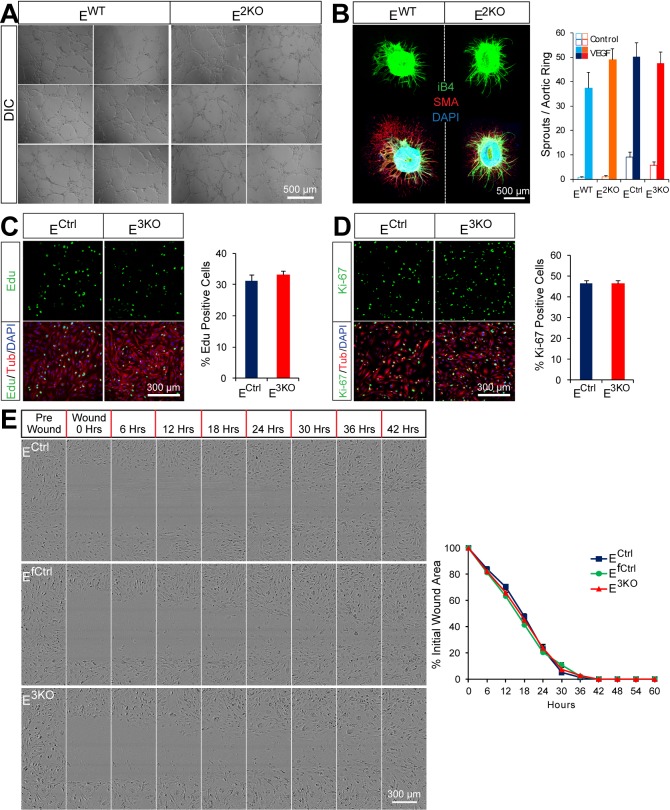
Endothelial JNK is not required for proliferation, migration, and angiogenic responses in vitro. (**A**) JNK-deficient and control primary MLEC form similar tubular networks in matrigel. Images are representative of two experiments performed in triplicate with independent primary MLEC preparations. (**B**) Representative maximum projection confocal images of collagen embedded aortic ring explants. Similar numbers of VEGF-induced iB4 (green) positive microvessels sprouting from aortic rings from control and endothelial JNK-deficient mice were detected. Smooth muscle actin (SMA) immunofluorescence (red) labels supporting cells. DAPI (blue) labels nuclei. Quantitation of microvessel number demonstrated no significant differences between aortic rings from control and JNK-deficient mice (mean ± SEM; n = 8~21 rings per group). The data presented were obtained in one experiment and are representative of three experiments with similar results. Aortas from 2~3 mice per group were used in each experiment. (**C**,**D**) Representative confocal images and quantitation of the percentage of endothelial cells staining positive for the incorporation of Edu (green, **C**) or the proliferation marker Ki-67 (green, **D**) (mean ± SEM; n = 10 images per group). The data presented were obtained in one experiment and are representative of three experiments with similar results. αTubulin (red) labels cell bodies. DAPI (blue) labels nuclei. (**E**) Endothelial monolayers were examined in a scratch assay and wound closure was monitored using an IncuCyte ZOOM system. Representative images show similar migratory ability of control and JNK-deficient endothelial cells. Quantification of wound area closure demonstrated no statistically significant differences (p>0.05) between JNK-deficient and control endothelial cells (mean ± SEM; n = 8). The data presented were obtained in one experiment and are representative of three experiments with similar results. Source data are included as Figure 1—figure supplement 4—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18414.011 10.7554/eLife.18414.012Figure 1—figure supplement 4—source data 1.Source data for Figure 1—figure supplement 4.This file contains raw source data used to make the graphs presented in Figure 1—figure supplement 4.**DOI:** http://dx.doi.org/10.7554/eLife.18414.012

**Figure 1—figure supplement 5.**
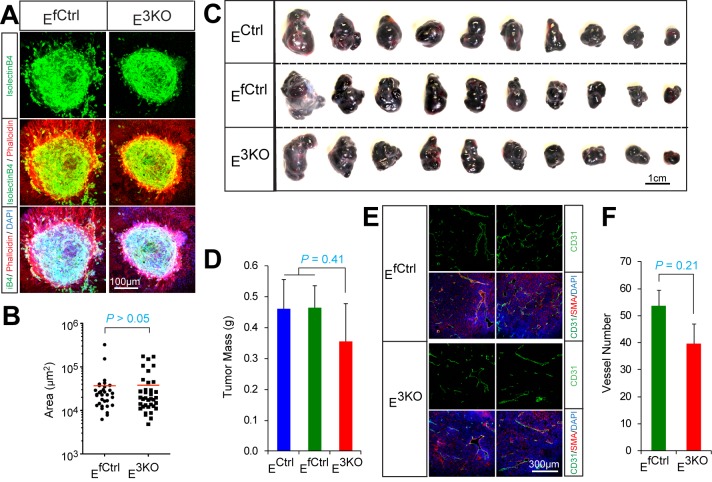
Endothelial JNK is not required for in vivo pathologic angiogenesis. (**A**,**B**) Representative confocal images of laser-induced choroidal neovascular (CNV) tufts in control and JNK-deficient mice at day 7 post-treatment stained with iB4, Phalloidin, and DAPI (**A**). Quantitation of CNV area (**B**) demonstrated no statistically significant differences (p>0.05) between groups (mean ± SEM; n = 32~36 CNV tufts; 5 mice). (**C**,**D**) Congenic B16F10 melanoma cells were grown (2 wks) as subcutaneous tumors in the flanks of JNK-deficient and control mice (**C**). Measurement of tumor mass (**D**) demonstrated no statistically significant differences (p>0.05) between groups (mean ± SEM; n = 10 tumors). The data presented are representative of data obtained from two different experiments. (**E**,**F**) B16F10 melanoma tumor angiogenesis was examined by staining frozen tumor sections with antibodies to CD31 (green) and SMA (red). DNA was stained with DAPI (**E**). Quantitation of vessel number (**F**) demonstrated no statistically significant differences (p>0.05) between groups (mean ± SEM; n = 10 tumors, 5~6 images per tumor). Source data are included as Figure 1—figure supplement 5—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18414.013 10.7554/eLife.18414.014Figure 1—figure supplement 5—source data 1.Source data for Figure 1—figure supplement 5.This file contains raw source data used to make the graphs presented in Figure 1—figure supplement 5.**DOI:** http://dx.doi.org/10.7554/eLife.18414.014

**Figure 1—figure supplement 6.**
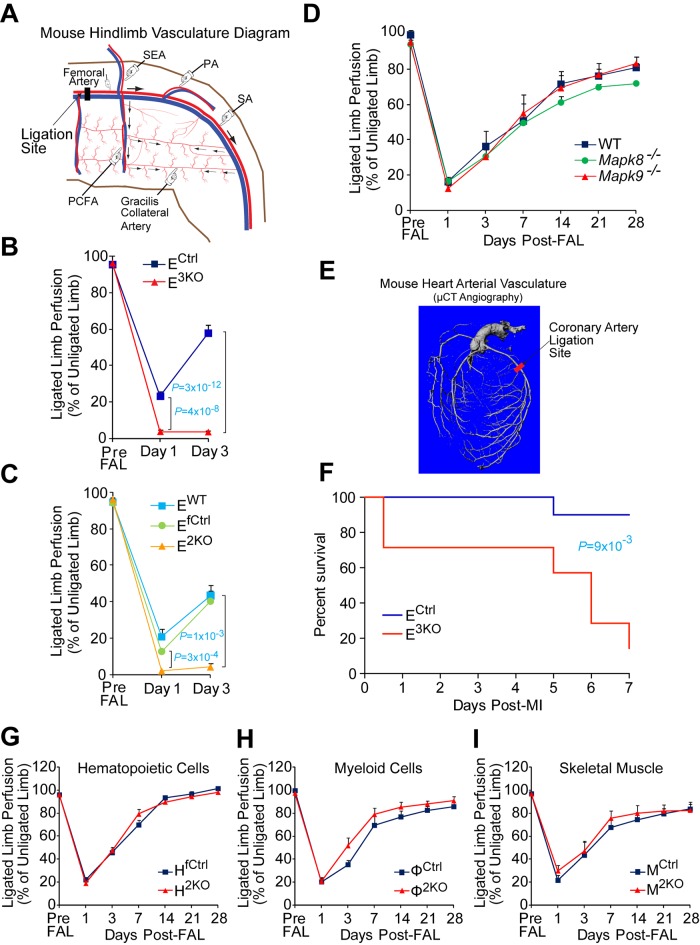
Compound JNK-deficiency in endothelial cells causes defects in the response to arterial occlusion. (**A**,**B**) Simplified diagram of the medial aspect of the mouse hindlimb skeletal muscle vasculature indicating the location of the femoral artery ligation site (proximal to the PCFA) (**A**). Quantitation of limb blood flow by laser doppler imaging demonstrates increased blood perfusion blockade and no recovery at day 3 post-FAL in compound JNK1/2/3-deficient (E^3KO^) mice (**B**) (mean ± SEM; n = 7~14). (**C**) Post-FAL (as in panel **A**,**B**), quantitation of limb blood flow by laser doppler imaging demonstrates increased blood perfusion blockade and no recovery 3 days after ligation in endothelial JNK1/2-deficient (E^2KO^) mice (mean ± SEM; n = 4). (**D**) Post-FAL (panel **A**), quantitation of limb blood flow by laser doppler imaging demonstrates no significant differences in blood perfusion blockade and recovery by *Mapk8^-/-^* mice or *Mapk9^-/-^* mice compared to WT mice (mean ± SEM; n = 5). (**E**,**F**) Simplified diagram of the coronary artery circulation indicating the location of the coronary artery ligation site (**E**). After coronary artery ligation, endothelial JNK-deficient mice exhibit significantly decreased survival compared with control mice (n = 7~10) (**F**). (**G**–**I**) Limb blood perfusion measured by laser doppler imaging (mean ± SEM (n = 5~10) shows no significant differences (p>0.05) in blood perfusion blockade and restoration post-FAL between control mice and mice that lack JNK1 plus JNK2 in (**G**) all hematopoietic cells (H^2KO^), (**H**) myeloid cells (Φ^2KO^), or (**I**) skeletal muscle (M^2KO^). Source data are included as Figure 1—figure supplement 6—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18414.015 10.7554/eLife.18414.016Figure 1—figure supplement 6—source data 1.Source data for Figure 1—figure supplement 6.This file contains raw source data used to make the graphs presented in Figure 1—figure supplement 6.**DOI:** http://dx.doi.org/10.7554/eLife.18414.016

**Figure 1—figure supplement 7.**
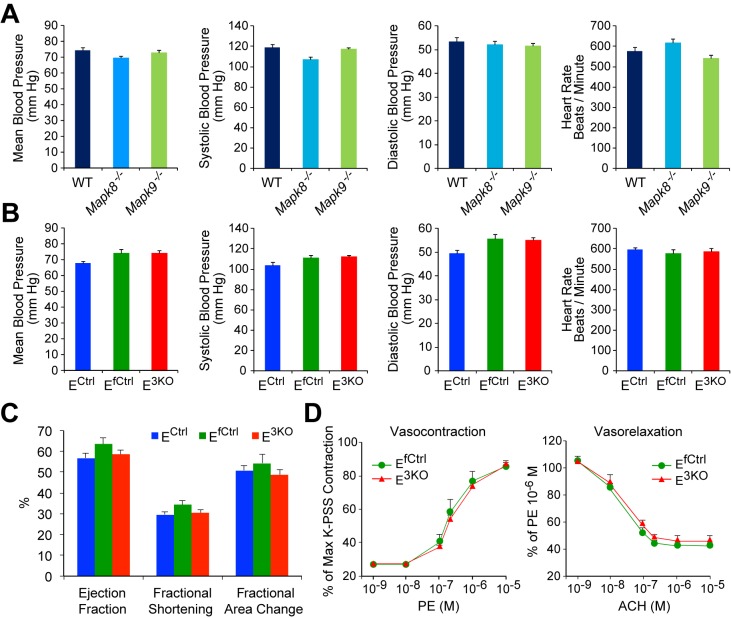
JNK deficient mice show no perturbations in overall cardiovascular function. (**A**,**B**) Analysis of blood pressure and heart rate in WT mice, *Mapk8^-/-^* mice, and *Mapk9^-/-^* mice (**A**) and endothelial JNK-deficient mice and control mice (**B**) demonstrates no statistically significant differences (p>0.05) between groups (mean ± SEM; n = 9~15). (**C**) Echocardiographic analysis of heart function demonstrates no statistically significant differences (p>0.05) between endothelial JNK-deficient mice and control mice (mean ± SEM; n = 12~15). (**D**) Segments from thoracic aortas from E^3KO^ and control mice were mounted on a myograph and vasocontraction and vasorelaxation in response to increasing doses of phenylephrine (PE) or acetylcholine (ACH), respectively, were recorded. Contraction in response to PE is expressed as a percentage of maximum aortic contraction obtained in the presence of K^+^ containing buffer (K-PSS). Vasorelaxation in response to ACH is expressed as a percentage of maximum contraction obtained in the presence of 10 μM PE (mean ± SEM; n = 3). The data presented are representative of two independent experiments. Source data are included as Figure 1—figure supplement 7—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18414.017 10.7554/eLife.18414.018Figure 1—figure supplement 7—source data 1.Source data for Figure 1—figure supplement 7.This file contains raw source data used to make the graphs presented in Figure 1—figure supplement 7.**DOI:** http://dx.doi.org/10.7554/eLife.18414.018

**Figure 1—figure supplement 8.**
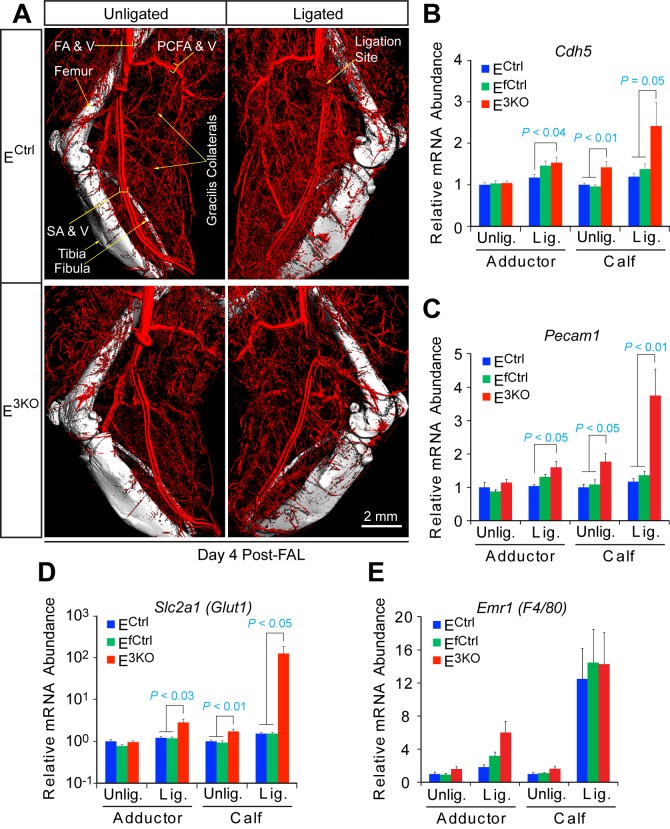
JNK-deficiency causes defects in artery size and connectivity, but not the hypoxia response after femoral artery ligation. (**A**) Contrast (Bismuth/gelatin) perfused hindlimb vasculature was examined by µCT analysis at day 4 post-FAL. The images are representative of 7~8 mice analyzed per group. (**B**–**E**) Taqman gene expression analysis quantitating the mRNA abundance of the endothelial cell specific markers *Cdh5* (**B**) and *Pecam1* (**C**), the hypoxia responsive gene *Slc2a1 (Glut1*) (**D**), and the macrophage marker *Emr1 (F4/80*) (**E**) on day 4 post FAL in the adductor and calf muscles (mean ± SEM; n = 7~8 mice per group). Source data are included as Figure 1—figure supplement 8—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18414.019 10.7554/eLife.18414.020Figure 1—figure supplement 8—source data 1.Source data for Figure 1—figure supplement 8.This file contains raw source data used to make the graphs presented in Figure 1—figure supplement 8.**DOI:** http://dx.doi.org/10.7554/eLife.18414.020

### Angiogenesis does not require JNK signaling

We examined angiogenic responses of control and E^3KO^ MLEC in vitro. JNK was not activated by hypoxia or VEGF and both control and E^3KO^ MLEC mounted similar responses to hypoxia and VEGF (Figure 1—figure supplement 3). Tubulogenesis assays in matrigel demonstrated no differences between control and E^3KO^ MLEC and no differences between control and E^3KO^ mice were detected in VEGF-induced microvessel sprouting from collagen-embedded aortic rings (Figure 1—figure supplement 4A,B). We also found no differences in proliferation or migration between control and E^3KO^ MLEC (Figure 1—figure supplement 4C–E). To assess angiogenesis in vivo, we examined laser-induced injury of the eye; no differences in choroidal neovascularization between control and E^3KO^ mice were observed (Figure 1—figure supplement 5A,B). Similarly, we found no differences in tumor angiogenesis between control and E^3KO^ mice (Figure 1—figure supplement 5C–F). Collectively, these data demonstrate that JNK in endothelial cells is not required for angiogenesis in vitro or in vivo in adult mice.

### JNK is required for preventing ischemia following arterial occlusion

To test the role of endothelial JNK in the response to arterial occlusion, we performed unilateral femoral artery ligation (FAL) on control and E^3KO^ mice. This procedure causes hypoxia in the calf muscles that stimulates angiogenesis, but the proximal adductor muscles experience little or no hypoxia because of blood flow redistribution by the native collateral circulation (Deindl et al., 2001) (Figure 1—figure supplement 1B). We ligated the femoral artery (FA) between the proximal caudal femoral artery (PCFA) and the popliteal artery (PA) (Kochi et al., 2013); this is a mild version of the FAL procedure (Figure 1B). Laser Doppler imaging revealed ~80% decreased blood perfusion to the ligated limbs of control mice; blood perfusion was restored to ~60% of the contralateral limbs by day 3 (Figure 1C,D). These mice did not exhibit major hallmarks of ischemia (Figure 1E–G). In contrast, E^3KO^ mice showed complete blockade of blood flow following occlusion (Figure 1C,D) leading to severe necrosis (Figure 1E–G). Ligation of the FA more proximally at its origin (a more severe form of FAL) also demonstrated increased blood flow blockade and failure to recover in both E^2KO^ and E^3KO^ mice (Figure 1—figure supplement 6A–C). In contrast, no post-FAL phenotype was detected in mice with JNK1 or JNK2-deficiency alone (Figure 1—figure supplement 6D) or in mice with JNK1 plus JNK2-deficiency in hematopoietic cells or muscle (Figure 1—figure supplement 6G–I). These data suggest that JNK1/2 in endothelial cells play a key role in the response to arterial occlusion. Consistent with this conclusion, coronary artery occlusion caused significantly greater mortality of E^3KO^ mice compared with control mice (Figure 1—figure supplement 6E,F).

The defect in blood flow of E^3KO^ mice post-FAL could be mediated by cardiovascular dysfunction, but no changes in blood pressure, heart rate, or echocardiographic measurements of cardiac function were detected (Figure 1—figure supplement 7A–C). Moreover, contraction and endothelium-dependent relaxation responses in aortic explants from E^3KO^ and control mice were similar (Figure 1—figure supplement 7D). These data indicate that neither cardiovascular dysfunction nor defective vasodilatory responses contribute to the post-FAL phenotype of E^3KO^ mice.

### JNK is required for development of functional collateral arteries

The early and severe blood perfusion blockade in E^3KO^ mice post-FAL suggests a defect in collateral artery function. Two highly stereotypic superficial arteries (gracilis collaterals) extend along the gracilis muscle in the medial aspect of the thigh (Figure 1B). Gracilis collaterals were identified as two lumenized continuous arteries that connected the PCFA to the saphenous artery (SA) (Figure 1H) and expanded radially during the post-FAL response (Figure 1H,I). In contrast, these arteries were abnormal in E^3KO^ mice; arteries emerged from the PCFA and SA (Figure 1H), but were thin and branched into multiple smaller vessels forming a disorganized network (Figure 1H). Micro-computed tomography (μCT) analysis confirmed reduced collateral artery size and continuity in the limbs of E^3KO^ mice (Figure 1—figure supplement 8A). These collateral artery defects may contribute to decreased blood flow and increased hypoxia in post-FAL E^3KO^ mice, despite no overall reduction in muscle vascularization or macrophage recruitment (Figure 1—figure supplement 8B–E).

### Protection from ischemia following arterial occlusion requires MLK – JNK signaling

We tested whether disruption of genes that encode other JNK pathway components caused a similar post-FAL phenotype. The MLK group of MAP3K causes activation of the JNK pathway by a Rac1/Cdc42-dependent mechanism (Gallo and Johnson, 2002; Kant et al., 2011). Gene expression analysis demonstrated that *Map3k10* and *Map3k11* were the most highly expressed members of this group in endothelial cells (Figure 2A). Indeed, *Map3k10^-/-^ Map3k11^-/-^* MLEC exhibited reduced phosphorylation of the JNK substrate cJun compared with control MLEC (Figure 2B). 

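Expression of the 4 genes was read from the RNA-seq data of control MLEC, which are endothelial cells cultured from mouse lung. The authors deposited an FPKM value from Cufflinks for each locus in each library, and the 6 control libraries were made from 3 isolations of Cre-positive cells with intact *Mapk8* and *Mapk9* (ECtrl) and 3 isolations of Cre-negative littermate cells with LoxP alleles of these 2 genes (EfCtrl). All coordinates are those of the mm10 build. *Map3k9* (MLK1, chromosome 12, 81714950 to 81781170) had an FPKM of 0.953 ± 0.170 (SD, n = 6). *Map3k10* (MLK2, chromosome 7, 27656375 to 27674598) had an FPKM of 3.32 ± 0.762 (SD, n = 6), with single libraries from 2.20 to 4.53. *Map3k11* (MLK3, chromosome 19, 5689131 to 5702862) had an FPKM of 3.62 ± 0.730 (SD, n = 6), with single libraries from 2.51 to 4.74. *BC021891* (MLK4, chromosome 8, 125910450 to 125947439) was listed between 0 and 0.00946 FPKM. The annotation places 1 other gene over part of each of the first 3 loci, which is *Ttc9b* in the case of *Map3k10*, and it lists the MLK4 gene as *Map3k21*; whether the authors' quantification used strand is not stated in the paper's methods.
*Map3k10* was higher than *Map3k9* in 6 of 6 libraries, by a mean of 1.68 ± 0.26 (SD, n = 6) on the log2(FPKM + 0.1) scale (exact two-sided sign-flip permutation test, p = 0.0312, the smallest that 6 libraries allow). *Map3k11* was also higher than *Map3k9* in 6 of 6 libraries, by a mean of 1.81 ± 0.42 (SD, n = 6; the same exact permutation test, p = 0.0312). The order of *Map3k10* and *Map3k11* was not resolved. *Map3k11* was higher in 4 of 6 libraries, by a mean of 0.13 ± 0.50 (SD, n = 6), which is within the spread between libraries (exact permutation test, p = 0.562). *Map3k10* was higher than *BC021891* in 6 of 6 libraries (exact permutation test, p = 0.0312). Adjusted over these 4 comparisons by the Benjamini-Hochberg method, the exact permutation p-values were 0.562 for *Map3k11* against *Map3k10* and 0.0417 for the other 3. In the ECtrl libraries alone, *Map3k11* was the lower of the pair, with a mean log2 difference of -0.24. In the EfCtrl libraries alone it was the higher, with a mean log2 difference of 0.495.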

We therefore examined the post-FAL response of *Map3k10^-/-^ Map3k11^-/-^* mice. Similar to E^3KO^ mice, MLK-deficient mice showed increased blood flow blockade, failure of blood flow restoration by day 3 post-FAL, and necrosis (Figure 2C–G). Moreover, we found abnormal gracilis collateral arteries in *Map3k10^-/-^ Map3k11^-/-^* mice (Figures 2H and 3A). These data demonstrate that the MLK-JNK signaling pathway in endothelial cells is important for collateral artery patterning and the post-FAL response.

**Figure 2.**
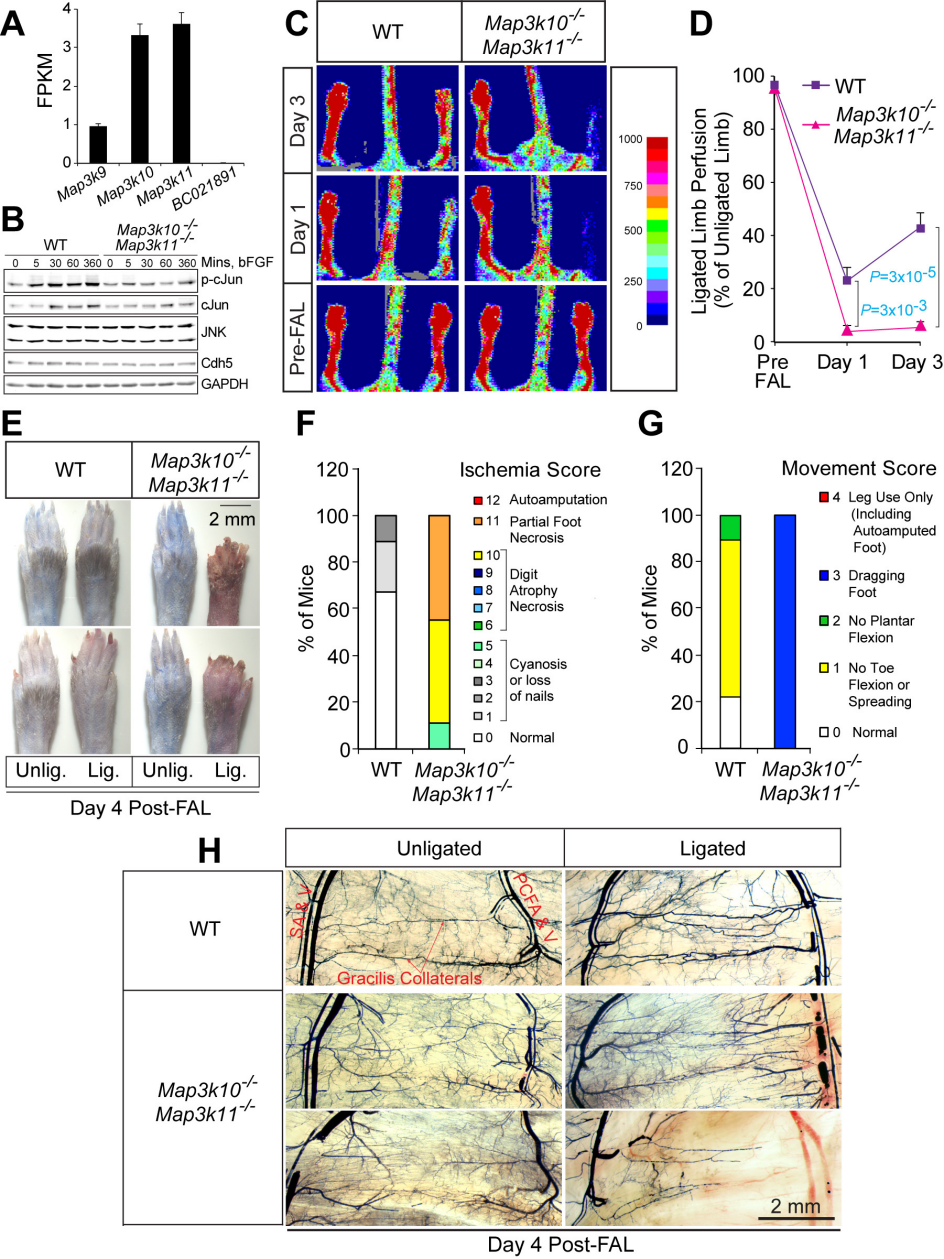
Severe ischemic injury in MLK2/3-deficient mice after femoral artery ligation. (**A**) The expression of members of the MLK protein kinase family (MLK1, MLK2, MLK3 & MLK4) in primary MLEC cultures was examined by measurement of *Map3k9, Map3k10, Map3k11*, and *BC021891* mRNA by RNA-seq analysis (mean fragments per kilobase of transcript per million mapped reads (FPKM) ± SEM; n = 6). (**B**) Primary wild-type (WT) and *Map3k10^-/-^ Map3k11^-/-^* MLEC cultures were treated without and with 100 ng/ml bFGF and examined by immunoblot analysis by probing with antibodies to pSer^63^-cJun, cJun, JNK, Cdh5, and GAPDH. (**C**) Representative laser doppler images showing blood perfusion (high perfusion red, no perfusion dark blue) in the hindlimbs of WT and *Map3k10^-/-^ Map3k11^-/-^* mice mice prior to unilateral FA ligation (Pre-FAL) and post-FAL. (**D**) Quantitation of hindlimb blood flow demonstrated that MLK2/3-deficient mice exhibited significantly increased blood perfusion blockade and no recovery by day 3 post-FAL compared with control mice (mean ± SEM; n = 7). (**E**) Representative images of mouse paws on Day 4 post-FAL. Lig., ligated; Unlig., contralateral unligated. (**F**,**G**) Quantitation of ischemic (**F**) and movement (**G**) scores for mice on Day 4 post-FAL (n = 9). (**H**) Representative whole mount preparations of the medial surface of Microfil-filled adductor muscle vasculature isolated from day 4 post-FAL hindlimbs and contralateral unligated limbs. Source data are included as Figure 2—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18414.021 10.7554/eLife.18414.022Figure 2—source data 1.Source data for Figure 2.This file contains raw source data used to make the graphs presented in Figure 2.**DOI:** http://dx.doi.org/10.7554/eLife.18414.022

**Figure 3.**
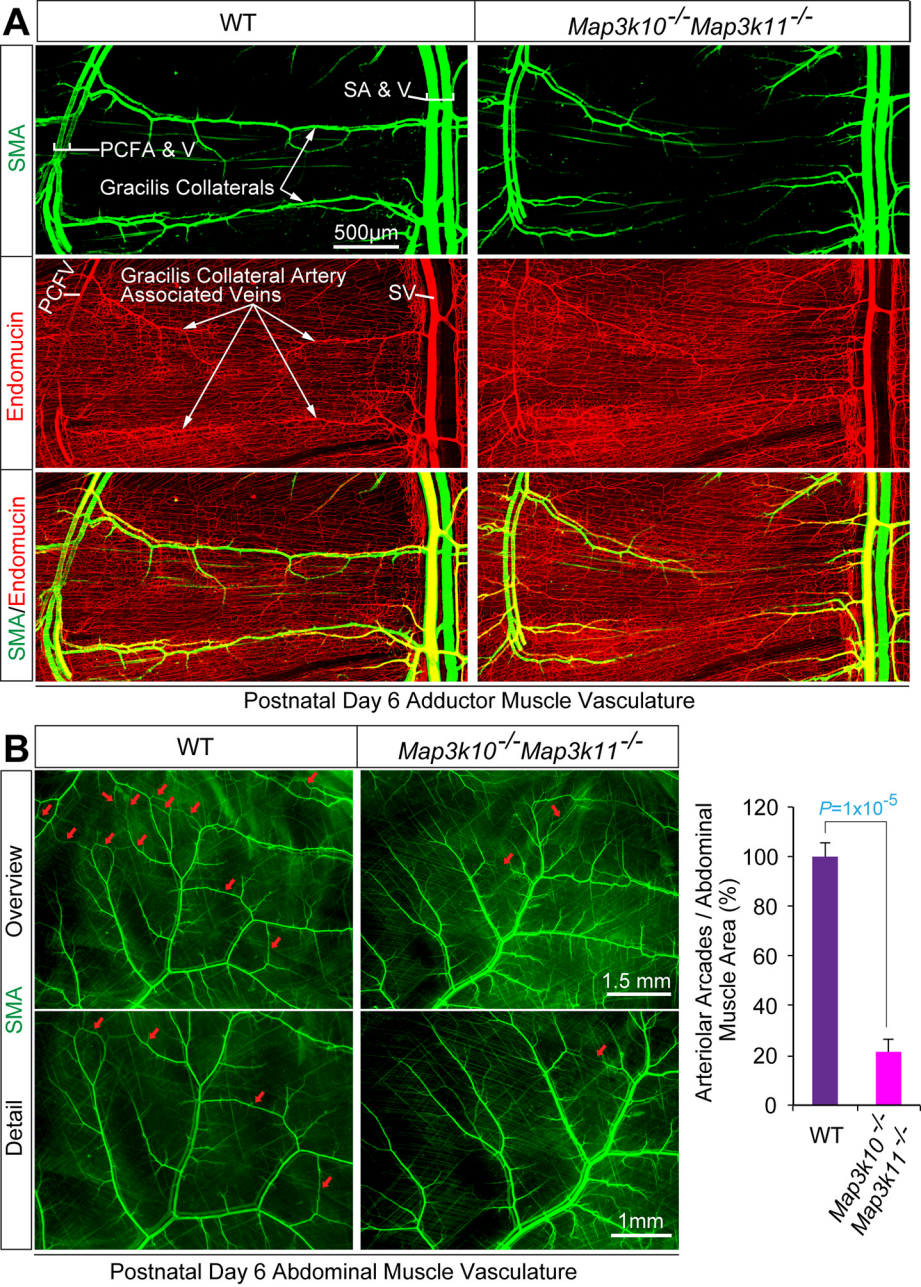
MLK2/3-deficient mice exhibit defects in native collateral artery formation. (**A**) Representative confocal images (n = 5 mice) of control and MLK2/3-deficient whole mount P6 adductor muscle vasculature stained with antibodies to endomucin (capillary and venous vasculature, red) and SMA (arterial and venous smooth muscle, green). Gracilis collateral arteries in WT mice, but not MLK2/3-deficient mice, interconnect the PCFA to the SA. (**B**) Representative stereomicroscope images of P6 whole mount abdominal muscle stained with an antibody to SMA (green). Arteriole-to-arteriole arcades are indicated (red arrows). The abdominal muscle vasculature of *Map3k10^-/-^Map3k11^-/-^* mice shows very few arteriole-to-arteriole interconnections. Quantitation reveals significantly reduced arteriolar arcade numbers in *Map3k10^-/-^Map3k11^-/-^* mice compared to WT mice (mean ± SEM; n = 5 mice). Source data are included as Figure 3—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18414.023 10.7554/eLife.18414.024Figure 3—source data 1.Source data for Figure 3.This file contains raw source data used to make the graphs presented in Figure 3.**DOI:** http://dx.doi.org/10.7554/eLife.18414.024

### MLK – JNK signaling is required for collateral artery development

The abnormal gracilis collateral arteries in MLK and JNK-deficient mice suggested that the JNK pathway could be important for collateral artery function, but these observations may also reflect a required role for the MLK-JNK pathway during development. To distinguish between these possiblities, we established mice with tamoxifen-inducible gene ablation. We found that compound *Mapk8/9/10* gene ablation in adult mice did not alter the post-FAL response (Figure 4A–D). In contrast, compound *Mapk8/9/10 g*ene ablation in embryos prior to FAL in adult mice caused increased blood flow blockade post FAL and failure to recover (Figure 4E–G). These data demonstrate that the post-FAL phenotype of E^3KO^ mice is caused by an early developmental defect.

**Figure 4.**
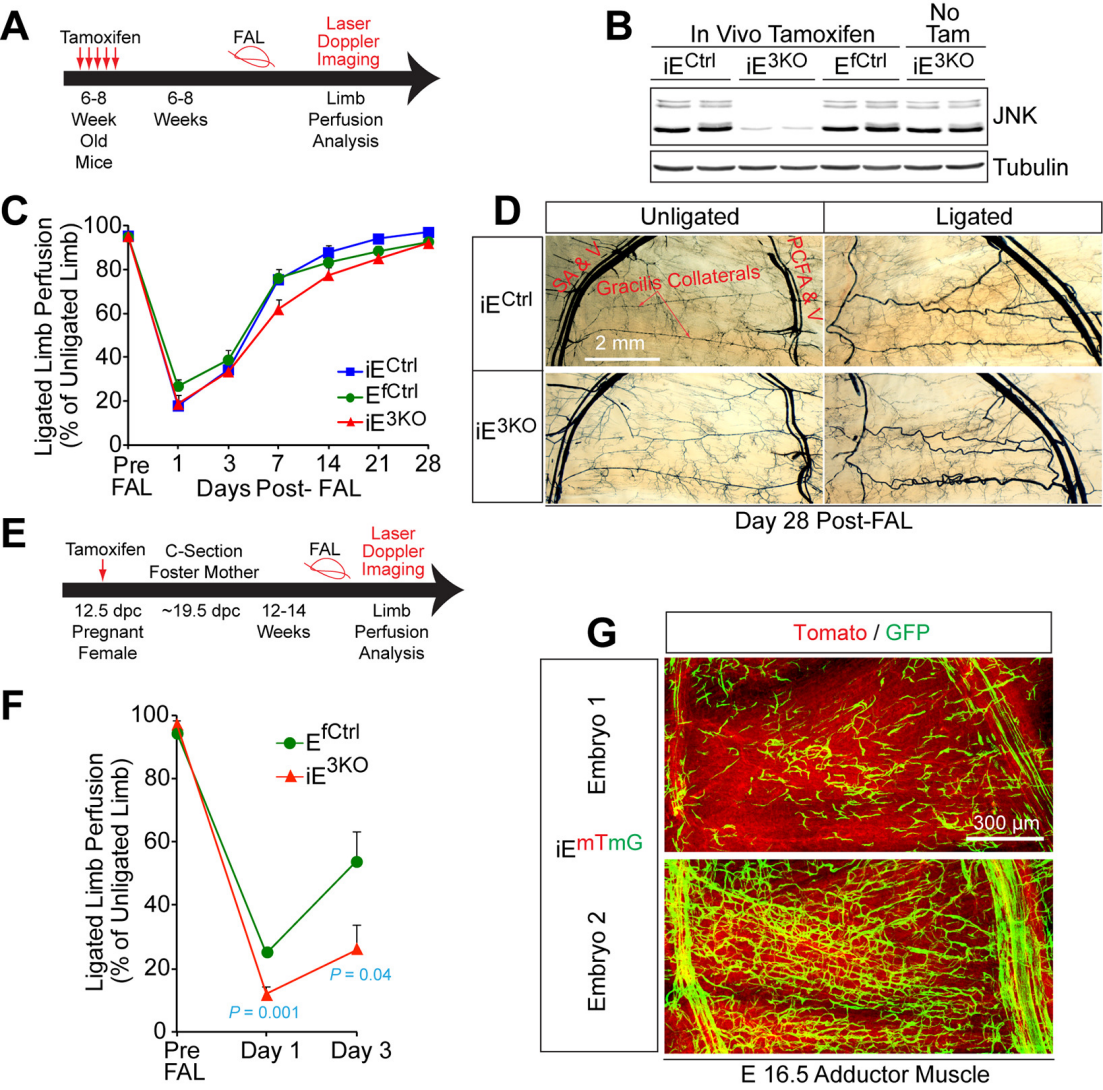
Endothelial JNK is not required for the arteriogenic response of gracilis collaterals in adult mice. (**A**) Timeline of tamoxifen administration to induce disruption of *Mapk8^LoxP^* and *Mapk9^LoxP^* alleles in the vascular endothelium of adult mice prior to FAL and analysis of blood flow by laser doppler imaging. (**B**) Primary MLEC cultures prepared from mice treated without and with tamoxifen were examined by immunoblot analysis by probing with antibodies to JNK and αTubulin. The data are representative of two independent MLEC isolations per group (2~3 mice used per cell preparation). (**C**) Quantitation of laser doppler analysis of limb blood flow demonstrated no significant differences (p>0.05) in blood perfusion blockade and recovery over 28 days post-FAL between tamoxifen-treated endothelial JNK-deficient mice and tamoxifen-treated control mice (mean ± SEM; n = 5~10). (**D**) Microfil perfusion of adductor muscle vasculature demonstrated the presence of similar gracilis collateral arteries in JNK-deficient and control mice and similar collateral artery remodeling at day 28 post-FAL. The images are representative of 5~8 mice per group. (**E**) Timeline of tamoxifen administration to induce disruption of *Mapk8^LoxP^* and *Mapk9^LoxP^* alleles in the vascular endothelium during embryonic development prior to analysis of FAL in adults and examination of blood flow by laser doppler imaging. (**F**) Quantitation of laser doppler analysis of limb blood flow demonstrated significantly enhanced blood perfusion blockade in adult mice with embryonic endothelial JNK-deficiency compared with control mice (mean ± SEM; n = 5~6 mice per group). (**G**) The adductor muscle vasculature of two E16.5 embryos obtained from a pregnant female mouse that was treated with tamoxifen at 12.5 dpc was examined by confocal microscopy. The *Rosa26^mTmG^* genetic background allows detection of *Cre*-mdiated recombination in vascular endothelial cells (green). The data presented are representative of six mice examined. Source data are included as Figure 4—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18414.025 10.7554/eLife.18414.026Figure 4—source data 1.Source data for Figure 4.This file contains raw source data used to make the graphs presented in Figure 4.**DOI:** http://dx.doi.org/10.7554/eLife.18414.026

The pial collateral circulation that interconnects the distal branches of the middle cerebral and the anterior cerebral arteries has been studied (Chalothorn and Faber, 2010; Lucitti et al., 2012), but the formation of collateral arteries in muscle is unclear. We found that the gracilis collaterals in post-natal day 6 (P6) and P0 control mice interconnected the PCFA and the SA (Figure 5A,B). Dil perfusion analysis demonstrated that the arteries had lumens (Figure 5A,B) and were fully covered by smooth muscle cells at P6 (Figure 5A; SMA), but not at P0 (Figure 5B; SMA). In contrast, gracilis collaterals in E^3KO^ mice were not formed at P6 or P0 (Figure 5A,B). Individual vessels did emerge from the PCFA and the SA, but instead of interconnecting to form collaterals, these vessels branched off into multiple smaller caliber vessels (Figure 5A,B; Dil Perfusion) that lacked smooth muscle coverage at P6 (Figure 5A; SMA) and appeared to continue into the capillary circulation (Figure 5A,B; Dil Perfusion). Similarly, analysis of the abdominal muscle arterial circulation in P0 pups revealed numerous arteriolar arcades (direct arteriole-to-arteriole interconnections) in control mice, but this arterial patterning was significantly reduced in E^3KO^ mice (Figure 5C). These defects in gracilis collateral and abdominal arteriolar arcade development were also detected in MLK-deficient mice (Figure 3A,B).

**Figure 5.**
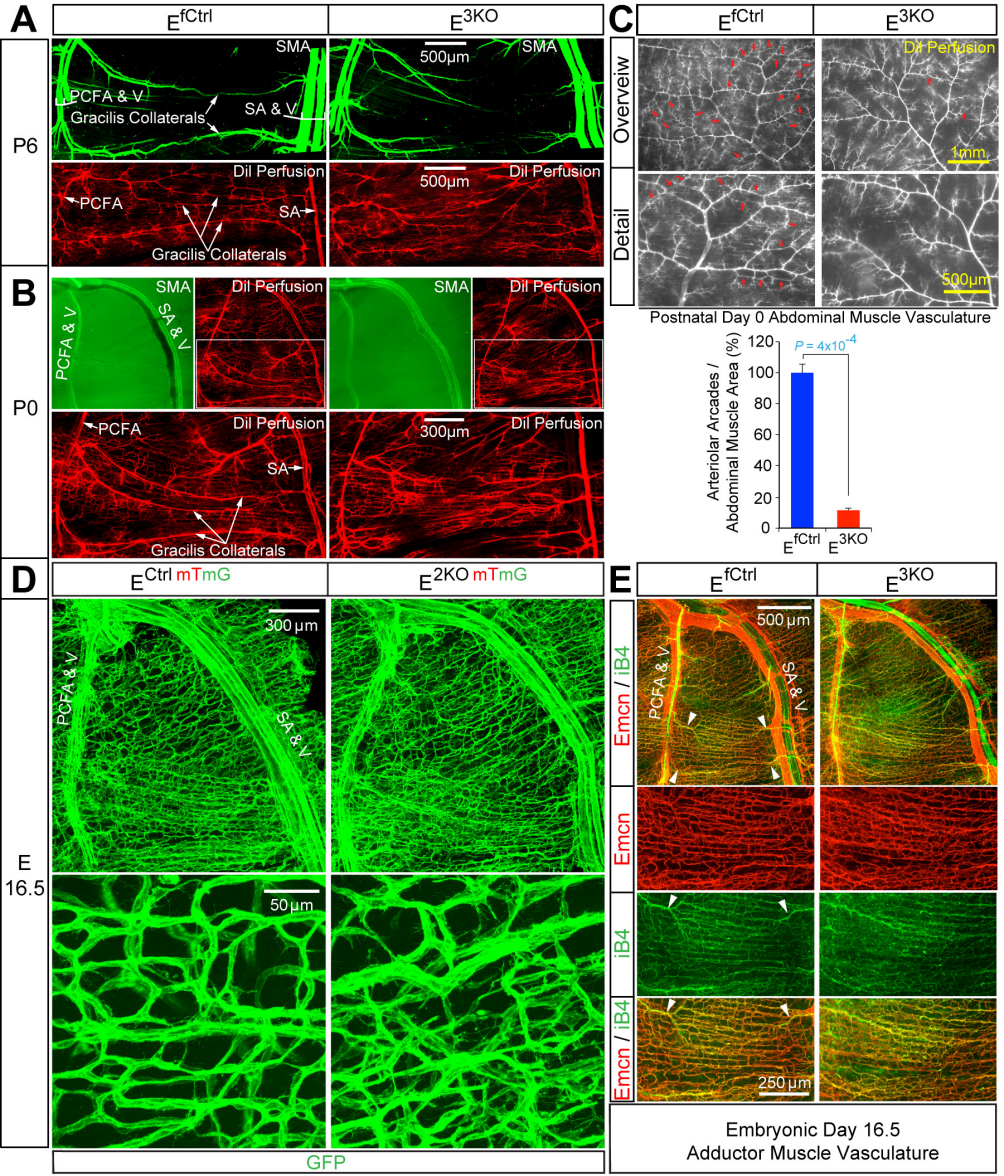
Endothelial JNK-deficient mice display abnormal native collateral arteries. (**A**,**B**) Representative confocal images (n = 7 mice) of whole mount adductor muscle vasculature reveals SMA-covered gracilis collateral arteries in P6 control mice, but not JNK-deficient mice (**A**). Confocal imaging of Dil perfused P6 adductor muscle vasculature (n = 5 mice) demonstrates distinct gracilis collaterals interconnecting the PCFA to the SA in control mice. Vessels emerging from the PCFA and the SA in E^3KO^ mice do not fully interconnect, but branch into smaller vessels. At P0, gracilis collaterals were not SMA-covered, but were perfused with Dil in control mice (**B**). The analogous vessels in E^3KO^ mice did not interconnect, but branched extensively into smaller vessels (**B**) (n = 5 mice). (**C**) Representative stereomicroscope images of Dil-perfused abdominal muscle arterial vasculature of control and JNK-deficient P0 mice. Arteriole-to-arteriole arcades (indicated by red arrows) were quantitated (mean ± SEM; n = 3 mice). (**D**) Representative confocal images (n = 3~4 mice) of whole mount adductor muscles of control and JNK-deficient E16.5 embryos showing GFP-labeled vascular endothelial cells. (**E**) Representative confocal images (n = 3~5 mice) of control and JNK-deficient E16.5 embryo adductor muscle vasculature immunostained for Endomucin (Emcn, red) and isolectinB4 (iB4, green). Prominent vessels emerging from the PCFA and SA are indicated with white arrowheads. Source data are included as Figure 5—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18414.027 10.7554/eLife.18414.028Figure 5—source data 1.Source data for Figure 5.This file contains raw source data used to make the graphs presented in Figure 5.**DOI:** http://dx.doi.org/10.7554/eLife.18414.028

**Figure 5—figure supplement 1.**
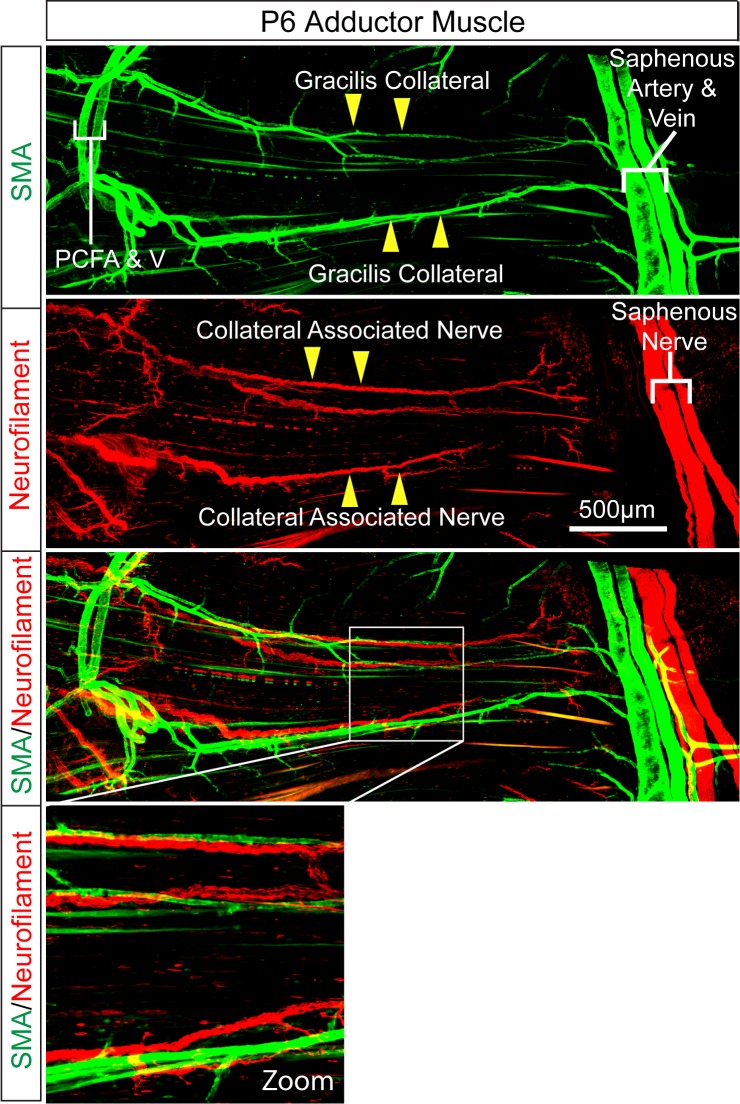
Intimate association of gracilis collaterals and peripheral nerves in adductor muscles. Confocal microscopy of a whole mount adductor muscle stained with antibodies to SMA (green) and Neurofilament-M (red) illustrates the close association of gracilis collateral arteries with peripheral nerves. **DOI:** http://dx.doi.org/10.7554/eLife.18414.029

### Gracilis collateral development in control and JNK-deficient mice

To gain insight into the mechanism that might account for these defects in collateral artery patterning/maturation in E^3KO^ mice, we examined the vasculature in whole mount preparations of adductor muscles in embryonic day 16.5 (E16.5) embryos. While large caliber vessels, including the FA/SA and PCFA, were established (Figure 5D,E), distinct collaterals directly interconnecting the PCFA and SA were not formed at E16.5 and the gracilis muscle was covered by a capillary plexus (Figure 5D,E). Prominent vessels do emerge from the PCFA and the SA (Figure 5E), but did not extend along the gracilis muscle as distinct collaterals; instead, these vessels branched and appeared to continue into the capillary plexus (Figure 5E). Gracilis collaterals may therefore form through a plexus intermediate. Remodeling of vessels within this plexus likely leads to the formation of collateral arteries in close apposition to nerve fibres (Figure 5—figure supplement 1). This process of maturation appears to start at the two distal ends, where the future gracilis collaterals emerge from the PCFA and the SA (Figure 5E, arrowheads) and continue toward the middle of the muscle; a pattern of remodeling that likely reflects the blood flow characteristics of these vessels (Meisner et al., 2013). Studies of E16.5 E^3KO^ embryos demonstrated that the gracilis muscle capillary plexus was hyperbranched, denser, and disorganized with vessels of variable width that elaborated more filopodia than control embryos (Figure 5D,E). This observation suggests that the failure of collateral artery formation in E^3KO^ mice may be caused by defective sprouting angiogenesis that initially generates a hyperbranched, denser, and more chaotically organized plexus that fails to properly remodel.

### JNK regulates vessel sprouting during developmental angiogenesis

To test whether JNK-deficiency caused endothelial cell hypersprouting, we examined retinal vascular development during the early postnatal period because this is a well-characterized system that enables analysis of sprouting angiogenesis in a vascular plexus that initially extends from the center towards the periphery of the retina in two dimensions (Eilken and Adams, 2010). Analysis of retinal flatmounts from P6 E^3KO^ mice demonstrated significantly reduced radial extension of the vascular plexus (Figure 6A–C,L). Closer examination demonstrated higher vascular density in the growing angiogenic front of the mutant retinas compared to littermate control mice (Figure 6D–G,H,J,M). Vascular extension in the retina occurs through the coordinated interaction, migration, and proliferation of endothelial tip and stalk cells together with non-endothelial cells, including pericytes, that stabilize the vascular plexus. We found no differences in vessel pericyte coverage (Figure 6—figure supplement 1); however, the angiogenic front of the mutant retinas included larger numbers of tip cells and a larger number of filopodia (Figure 6H–K,N,O). Similar data were obtained from analysis of E^2KO^ and *Map3k10^-/-^ Map3k11^-/-^* mice (Figure 6—figure supplements 2 and 3). These data confirm that the MLK-JNK signaling pathway restrains excessive endothelial cell sprouting during developmental angiogenesis.

**Figure 6.**
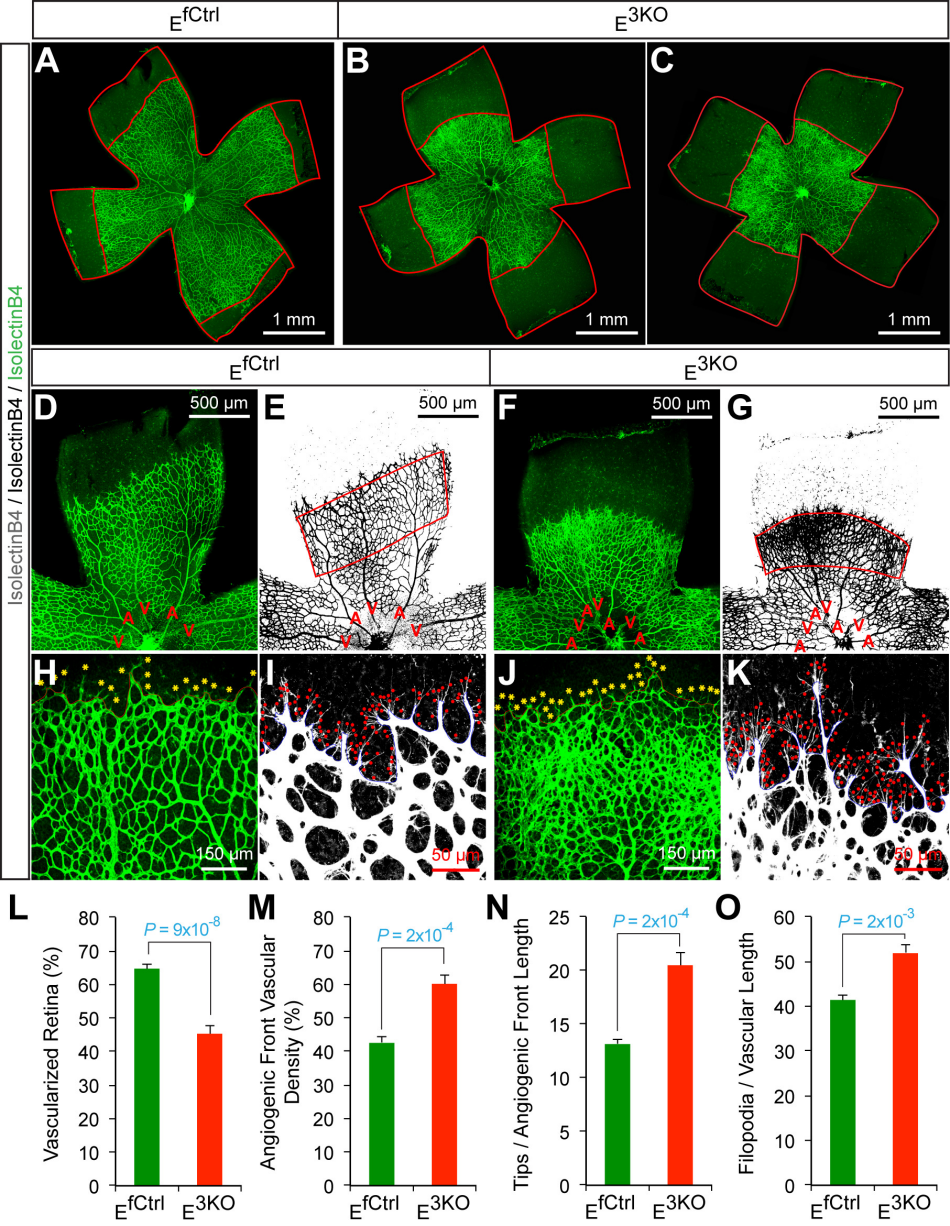
Abnormal retinal vascular development associated with excessive sprouting of tip cells in endothelial JNK-deficient mice. (**A**–**C**) Collages of confocal images of P6 whole mount retinas stained with isolectinB4 (iB4) show reduced vascular extension in JNK-deficient retinas (**B**,**C**) compared with littermate control retinas (**A**). The images are representative of 17~31 retinas examined for each genotype. (**D**–**K**) Higher magnification reveals increased vascular density (**D**–**G**, **H**, **J**), increased numbers of tip cells (yellow asterisks, **H** & **J**) and increased numbers of filopodia (red dots, **I** and **K**) at the vascular front region of JNK-deficient retinas compared to littermate control retinas. A, artery; V, vein. (**L**–**O**) The vascularized retinal area (**L**), vascular density within angiogenic front regions outlined in panels **E** & **G** (**M**), tip cell number (**N**), and filopodia number (**O**) is presented (mean ± SEM; n = 17~31 (panel l); n = 6~10 (panels **M**–**O**). Source data are included as Figure 6—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18414.030 10.7554/eLife.18414.031Figure 6—source data 1.Source data for Figure 6.This file contains raw source data used to make the graphs presented in Figure 6.**DOI:** http://dx.doi.org/10.7554/eLife.18414.031

**Figure 6—figure supplement 1.**
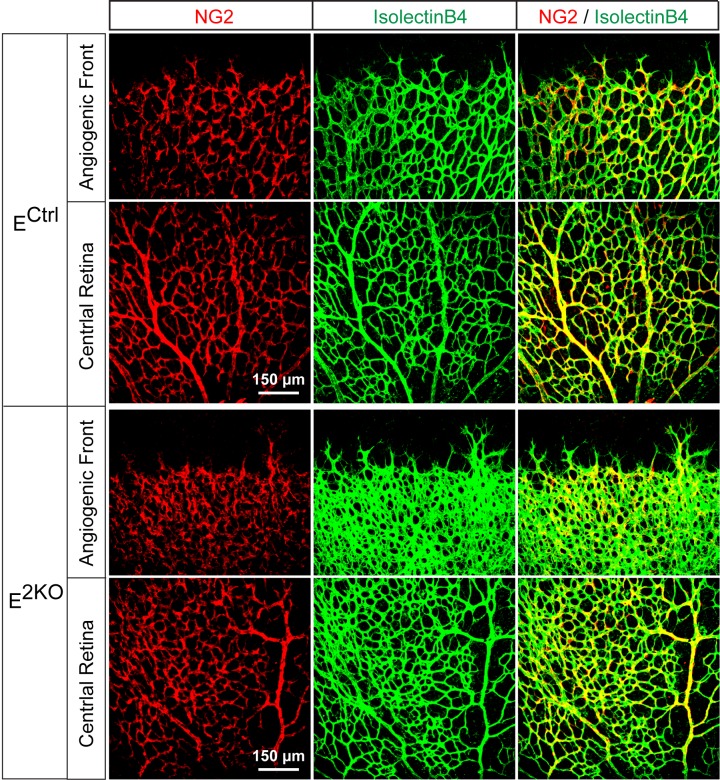
NG2^+^ pericyte coverage of the P6 retinal vasculature. Confocal microscopy of whole mount retinal vasculature stained with an antibody to the pericyte marker NG2 (red) and isolectinB4 (green) demonstrated no obvious differences in vessel pericyte coverage in retinas from endothelial JNK-deficient mice compared to littermate control mice. The data presented are representative of images obtained from 4 mice per group. **DOI:** http://dx.doi.org/10.7554/eLife.18414.032

**Figure 6—figure supplement 2.**
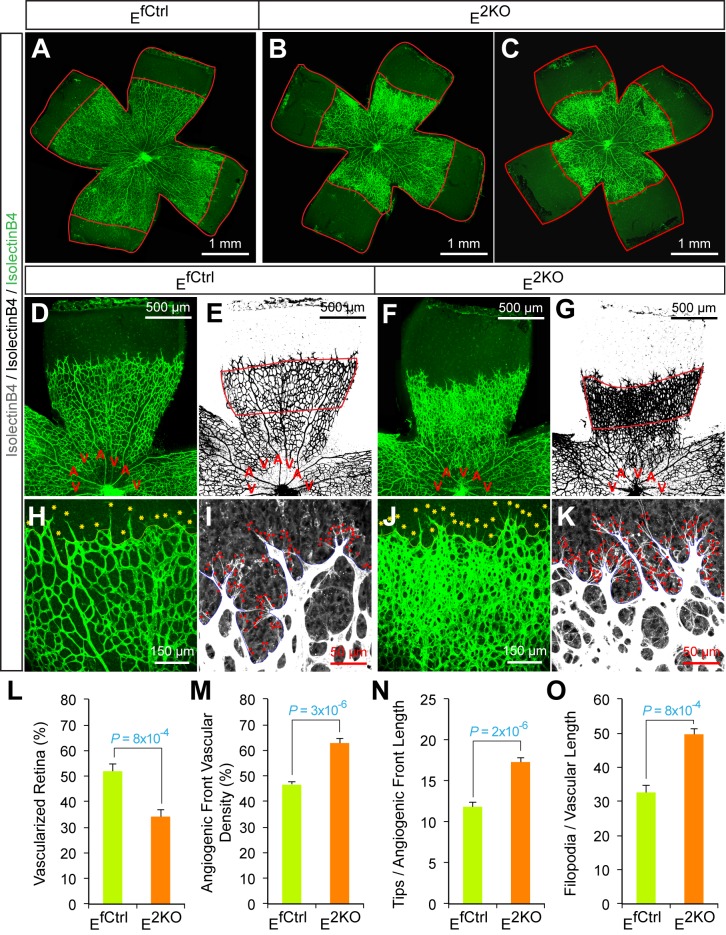
Abnormal retinal vascular development associated with excessive sprouting in endothelial JNK1/2-deficient mice. (**A**–**C**) Collages of confocal images of P6 whole mount retinas stained with iB4 show reduced vascular extension in JNK1/2-deficient retinas (**B**,**C**) compared with littermate control retinas (**A**). The images are representative of 4~9 retinas examined for each genotype (≥4 mice per group). (**D**–**K**) Higher magnification reveals increased vascular density (**D**–**G**, **H**, **J**), increased numbers of tip cells (yellow asterisks, **H** & **J**) and increased numbers of filopodia (red dots, **I** and **K**) at the vascular front region of JNK1/2-deficient retinas compared to littermate control retinas. A, artery; V, vein. (**L**–**O**) The vascularized retinal area (**L**), vascular density within angiogenic front regions outlined in panels e & g (**M**), tip cell number (**N**), and filopodia number (**O**) is presented (mean ± SEM; n = 4~9 (panel l); n = 4~8 (panels **M**–**O**) (≥4 mice per group). Source data are included as Figure 6—figure supplement 2—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18414.033 10.7554/eLife.18414.034Figure 6—figure supplement 2—source data 1.Source data for Figure 6—figure supplement 2.This file contains raw source data used to make the graphs presented in Figure 6—figure supplement 2.**DOI:** http://dx.doi.org/10.7554/eLife.18414.034

**Figure 6—figure supplement 3.**
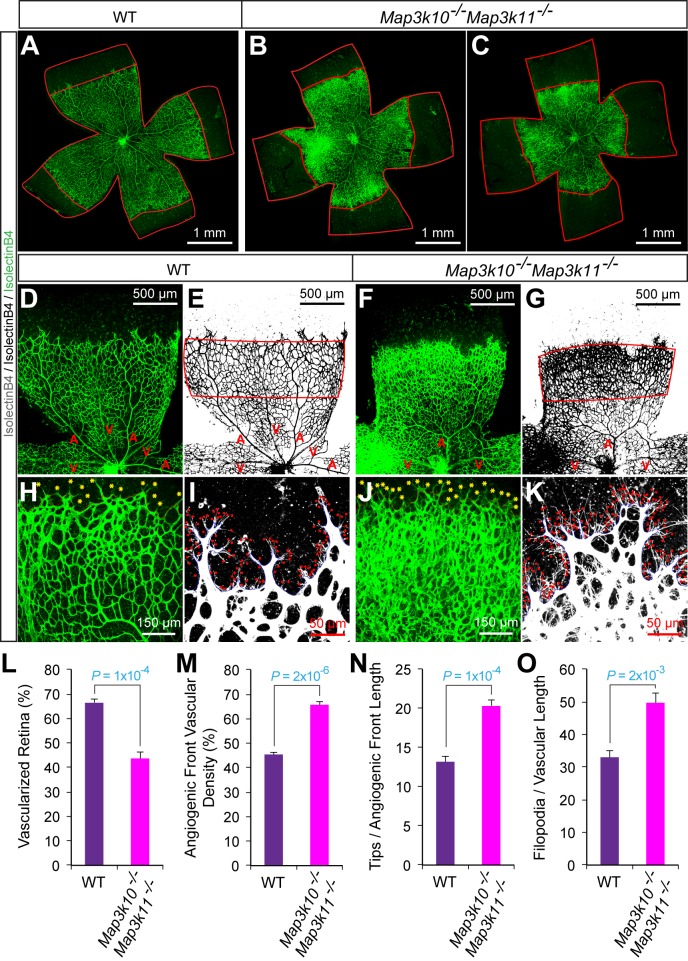
Abnormal retinal vascular development associated with excessive sprouting in *Map3k10^-/-^ Map3k11^-/-^* mice. (**A**–**C**) Collages of confocal images of P6 whole mount retinas stained with isolectinB4 show reduced vascular extension in MLK2/3-deficient retinas (**B**,**C**) compared with littermate control retinas (**A**). The images are representative of 5 mice examined for each genotype. (**D**–**K**) Higher magnification reveals increased vascular density (**D**–**G**, **H**, **J**), increased numbers of tip cells (yellow asterisks, **H** & **J**) and increased numbers of filopodia (red dots, **I** and **K**) at the vascular front region of MLK2/3-deficient retinas compared to littermate control retinas. A, artery; V, vein. (**L**–**O**) The vascularized retinal area (**L**), vascular density within angiogenic front regions outlined in panels **E** & **G** (**M**), tip cell number (**N**), and filopodia number (**O**) is presented (mean ± SEM; n = 5 mice per group). Source data are included as Figure 6—figure supplement 3—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18414.035 10.7554/eLife.18414.036Figure 6—figure supplement 3—source data 1.Source data for Figure 6—figure supplement 3.This file contains raw source data used to make the graphs presented in Figure 6—figure supplement 3.**DOI:** http://dx.doi.org/10.7554/eLife.18414.036

### JNK promotes signaling by the Dll4 – Notch pathway

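Gene expression was measured by RNA-seq in primary MLEC from 3 groups of mice, with 3 libraries per group and the lungs of 4 mice in each isolation. E 3KO cells carry *Cdh5*-Cre and LoxP alleles of *Mapk8* (JNK1) and *Mapk9* (JNK2). ECtrl cells carry *Cdh5*-Cre and intact *Mapk8* and *Mapk9*, and EfCtrl cells carry the LoxP alleles without Cre. All 3 groups lack *Mapk10* (JNK3). The authors aligned the 40-bp paired reads to mm10 with TopHat2 and deposited the FPKM of each library from Cufflinks. For each pair of groups they also deposited the FPKM of the group, the log2 fold change, the p-value and the q-value from Cuffdiff. The tables list 37104 loci. The paper states an average of more than 20000000 aligned reads per library, but FPKM values do not carry the number of fragments behind them, so the depth of each library is unknown and no counting interval is given.
The FPKM values of the 33353 symbols that name a single locus summed to between 656089 and 908401 in 8 libraries and to 9841810 in the library labelled E 3KO replicate 1. In that library 96.4% of the sum came from the 10 highest symbols, against 40.9% to 56.8% in the others, and 19239 symbols were listed at 0, against 16436 to 17964. Without symbols that average 5000 FPKM or more, the sums of the 9 libraries lay between 388537 and 433172. Single libraries were compared on the log2(FPKM + 1) scale with limma, which fitted the 3 groups together and contrasted E 3KO with the mean of the controls. Fold changes on this scale understate the change of genes with low FPKM. Single genes were compared by an exact two-sided permutation test of log2(FPKM + 0.1) between the 3 E 3KO and the 6 control libraries, in which 84 splits give a smallest p of 0.0119.
The targeted genes were examined first. *Mapk8* (chromosome 14, 33377898 to 33447158) had an FPKM of 17.0, 15.0 and 17.9 in ECtrl replicates 1, 2 and 3 and of 16.7, 14.0 and 15.1 in EfCtrl replicates 1, 2 and 3. It was 8.77 and 4.65 in E 3KO replicates 2 and 3, but 20.7 in the library labelled E 3KO replicate 1, above every control library. Between the groups the log2 fold change was -0.67 (standard error 0.35, adjusted p = 0.285 from limma with Benjamini-Hochberg adjustment), and the exact permutation test gave p = 0.0833. *Mapk9* (chromosome 11, 49846751 to 49886421) had an FPKM of 46.5 ± 2.99 (SD, n = 6) in the controls and of 27.8 ± 7.21 (SD, n = 3) in E 3KO, and all 3 E 3KO libraries were below every control library (exact permutation test, p = 0.0119; log2 fold change -0.75, standard error 0.15, limma adjusted p = 0.0359). *Mapk10* (chromosome 5, 102907948 to 103211334) was at 0.270 FPKM or less in all 9 libraries. The values cover whole loci, so transcripts of a recombined allele that keep most exons are counted with intact ones.

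**Figure D1:**
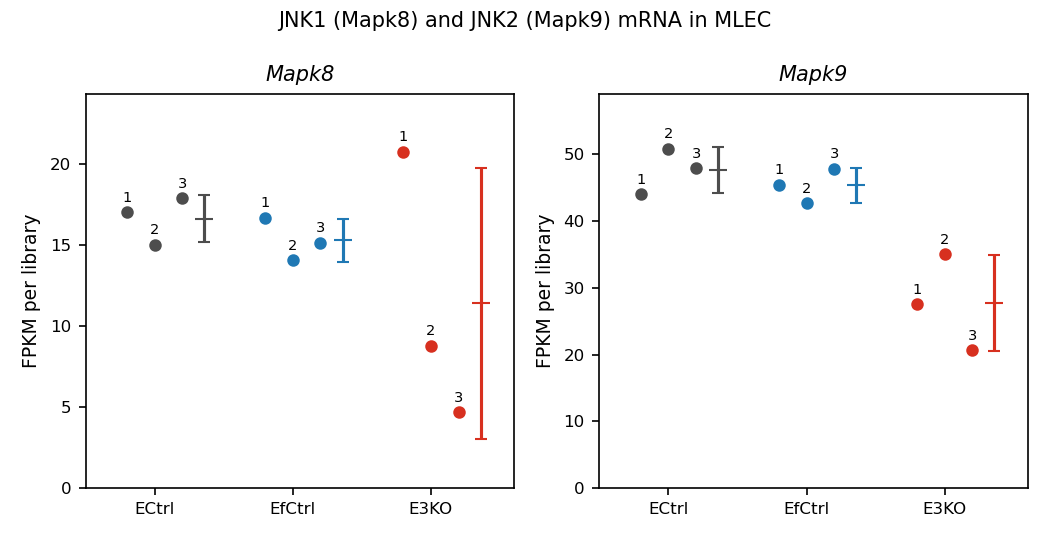
FPKM of *Mapk8* and *Mapk9* (vertical axes) in single libraries of the 3 groups (horizontal axes). Points are libraries numbered by replicate, and the bar beside them is the mean with 1 SD (n = 3); the library labelled E 3KO replicate 1 has a *Mapk8* value of 20.7 FPKM, while all 3 E 3KO libraries have a *Mapk9* value below those of the controls.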

To examine the molecular mechanisms that contribute to hypersprouting caused by defects in the MLK-JNK pathway, we examined gene expression by primary endothelial cells isolated from control and E^3KO^ mice. 

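The thresholds in the paper's methods (FPKM above 2, absolute log2 fold change above 0.5 and q at or under 0.05) were applied to the authors' deposited tables, with the FPKM minimum met in ECtrl or E 3KO and the same direction required against ECtrl and against EfCtrl. Of the loci with a valid test, 13224 against ECtrl and 13259 against EfCtrl, 871 passed, and 784 of these carry a gene name, 87 being predicted genes, clones and similar unnamed loci. The source data of Figure 7—figure supplement 1 list 780 of the 784. Of the alternatives tried, a minimum absolute log2 fold change of 1 moved the number most, to 284 genes. The ECtrl comparison alone gave 1144 genes and the EfCtrl comparison alone 992.
The fold changes of Cuffdiff compare group values, so the contrast was also tested across single libraries. limma, with Benjamini-Hochberg adjustment over the 10605 genes with a mean of 2 FPKM or more in a group, called 509 genes at an adjusted p under 0.05. Of the 784 genes, 770 could be tested this way. The sign was the same for 768 of them, 679 had the same sign and an unadjusted p under 0.05, and 337 were called. The total of 509 rests on few libraries. It lay between 9 and 408 across the 9 fits that each left out 1 library, and the lowest came without E 3KO replicate 3.
Of the 784 genes, the 3 with the largest rise against ECtrl were high in a single library. *Mtap2* (chromosome 1, 66175273 to 66442583; log2 fold change 7.68 in the authors' deposited table) had an FPKM of 12.9 in the library labelled E 3KO replicate 1 and at most 0.872 in the other 8 libraries. *Cnga2* (chromosome X, 71991849 to 72010218; log2 fold change 6.66 in the authors' deposited table) had 28.4 there and at most 0.216 elsewhere. *Tnnt3* (chromosome 7, 142460809 to 142516009, a locus that also covers *Lsp1* and *Prr33*; log2 fold change 4.33 in the authors' deposited table) had 12.2 there and at most 0.533 elsewhere. Exact permutation tests gave p = 0.167, 0.0357 and 0.393 for these 3 genes. Of the 784 genes, the 3 with the largest fall against ECtrl were lower in every E 3KO library than in any control library (exact permutation test, p = 0.0119 for each). They were picked from calls made on these same libraries, so the p-values describe spread and are not independent evidence. *Dtx1* (chromosome 5, 120680202 to 120711927) fell from 4.44 ± 2.46 FPKM (SD, n = 6 controls) to 0.456 ± 0.362 (SD, n = 3), a limma log2 fold change of -1.81 (standard error 0.39, adjusted p = 0.0401). *Fam180a* (chromosome 6, 35312746 to 35326141) fell from 6.74 ± 3.94 FPKM (SD, n = 6, with ECtrl replicate 1 far above the rest at 14.6) to 0.877 ± 0.796 (SD, n = 3), and it was also lower in EfCtrl than in ECtrl, by a log2 fold change of -0.62 with q = 0.0411 in the authors' deposited table. *Ccl21a* (chromosome 4, 42735545 to 42856771) fell from 4.99 ± 2.67 FPKM (SD, n = 6) to 0.773 ± 0.223 (SD, n = 3); its locus in the files spans 5 other annotated genes, and how fragments were divided among them is unknown.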

We found 781 genes that were differentially expressed between E^3KO^ and control endothelial cells. 

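Gene ontology terms were not analysed here. The genes that the source data of Figure 7—figure supplement 1 group by their role in vessels were followed in the deposited values instead, together with lists of cell type markers. Of these 64 vascular genes, 59 passed all thresholds against both controls, 33 of them rising and 26 falling in E 3KO. The other 5 (*Plxna2*, *Nrp1*, *Ets2*, *Egln3* and *Timp2*) had q under 0.05 in both comparisons of the authors' deposited table, with an absolute log2 fold change under 0.5 in at least 1 of them.
Several vascular markers separated E 3KO from all control libraries (exact permutation test, p = 0.0119 for each). These markers were taken from genes called on the same libraries, so the p-values are not independent evidence. *Stab2* (chromosome 10, 86839094 to 87028015) rose from 7.39 ± 2.93 FPKM (SD, n = 6 controls, with ECtrl replicate 3 above the rest at 13.3) to 124 ± 16.4 (SD, n = 3), a log2 fold change of 3.94 (standard error 0.24, adjusted p = 0.00130 from limma). *Esm1* (chromosome 13, 113171608 to 113225908) rose from 40.0 ± 9.66 FPKM (SD, n = 6) to 80.5 ± 8.36 (SD, n = 3), a log2 fold change of 1.02 (standard error 0.21, limma adjusted p = 0.0337). *Emcn* (chromosome 3, 137341067 to 137432185) rose from 973 ± 105 FPKM (SD, n = 6) to 1495 ± 54.7 (SD, n = 3), a log2 fold change of 0.63 (standard error 0.12, limma adjusted p = 0.0260). *Prox1* (chromosome 1, 190118038 to 190217276) fell from 134 ± 15.4 FPKM (SD, n = 6) to 67.3 ± 10.8 (SD, n = 3), a log2 fold change of -0.99 (standard error 0.14, limma adjusted p = 0.0131). *Gja4* (chromosome 4, 127311421 to 127314039) fell from 3.61 ± 1.40 FPKM (SD, n = 6) to 1.11 ± 0.0456 (SD, n = 3), a log2 fold change of -1.07 (standard error 0.23, limma adjusted p = 0.0408). The loci of *Stab2*, *Esm1* and *Prox1* also contain other annotated genes.
Marker lists were compared with 10000 random lists of the same size, matched on mean expression, among 10585 genes. Genes of some lists moved together more than those of random lists, so the percentiles are descriptive only. The 10 pan-endothelial genes tested had a median log2 fold change of 0.12 against ECtrl (percentile 67.3), and the 12 tip cell genes one of 0.10 (percentile 64.0). The 11 arterial genes had a median of -0.25 (percentile 5.12), and the 11 lymphatic endothelial genes one of -0.49 (percentile 0). *Itgam* and *Itgb2*, which are in the vascular set, are also leukocyte markers. *Itgam* rose from 0.746 ± 0.395 FPKM (SD, n = 6) to 1.87 ± 0.179 (SD, n = 3), with all 3 E 3KO libraries above every control library (exact permutation test, p = 0.0476), and between EfCtrl and ECtrl its log2 fold change was 0.51 (q = 0.379) in the authors' deposited table. *Itgb2* rose from 3.85 ± 2.03 FPKM (SD, n = 6) to 7.06 ± 1.31 (SD, n = 3; exact permutation test, p = 0.0952), and it was higher in EfCtrl than in ECtrl, with a log2 fold change of 1.10 (q = 0.000724) in the authors' deposited table. With the comparison against EfCtrl in place of ECtrl, the tip cell median changed sign, to -0.04 (percentile 3.92).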

Gene ontology analysis demonstrated significant enrichment for several biological processes, including vascular development and morphogenesis, and we identified 64 differentially expressed genes that might contribute to vascular defects (Figure 7—figure supplement 1). These genes included components of the Notch signaling pathway; for example, *Dll4, Hey1, Hes1,* and *Lfng* (Figure 7A,B). This may be significant because the Notch pathway plays a major role during developmental angiogenesis, including tip/stalk cell specification and endothelial cell sprouting (Roca and Adams, 2007; Phng and Gerhardt, 2009). Indeed, the hypersprouting defects observed in E^2KO^, E^3KO^ and *Map3k10^-/-^ Map3k11^-/-^* mice resemble those previously reported for mice with reduced Dll4/Notch signaling (Hellström et al., 2007; Suchting et al., 2007; Benedito et al., 2009), including *Lfng^-/-^* mice (Benedito et al., 2009). Moreover, *Dll4^-/+^* mice display perturbations in collateral artery formation and, like *Notch1^-/+^* mice (Takeshita et al., 2007), show reduced recovery of blood perfusion in models of vascular occlusion (Cristofaro et al., 2013). 

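*Dll4* (chromosome 2, 119321187 to 119335962) had an FPKM of 8.16 ± 1.57 (SD, n = 6) in the controls and of 4.63 ± 1.31 (SD, n = 3) in E 3KO. All 3 E 3KO libraries, the library labelled E 3KO replicate 1 among them, were below every control library (exact permutation test, p = 0.0119, the smallest possible), and limma gave a log2 fold change of -0.71 (standard error 0.20, adjusted p = 0.0783). The authors' deposited table lists a log2 fold change of -0.79 (q = 0.000724) against ECtrl and of -0.60 (q = 0.0118) against EfCtrl. *Hey1* (chromosome 3, 8663362 to 8667039) had an FPKM of 6.76 ± 2.21 (SD, n = 6) in the controls and of 2.65 ± 0.525 (SD, n = 3) in E 3KO, again with all 3 E 3KO libraries below every control library (exact permutation test, p = 0.0119), and limma gave a log2 fold change of -1.06 (standard error 0.17, adjusted p = 0.0184). In the authors' deposited table *Hey1* also fell between the controls, by a log2 fold change of -0.60 (q = 0.0301) in EfCtrl against ECtrl.
The other 2 genes did not separate the RNA-seq libraries. The paper also reports lower expression of Notch pathway genes by quantitative RT-PCR (Figure 7A), which was not analysed here. *Hes1* (chromosome 16, 30064384 to 30067796) had an FPKM of 39.5 ± 6.43 (SD, n = 6) in the controls and of 29.0 ± 6.34 (SD, n = 3) in E 3KO, where 1 of 3 libraries, the one labelled E 3KO replicate 1, was below every control library (exact permutation test, p = 0.0595). The authors' deposited table lists a log2 fold change of -0.36 (q = 0.120) against ECtrl and of -0.31 (q = 0.207) against EfCtrl, under the thresholds in both. *Lfng* (chromosome 5, 140607341 to 140615543) had an FPKM of 4.95 ± 3.10 (SD, n = 6) in the controls and of 2.50 ± 0.988 (SD, n = 3) in E 3KO. It passed the thresholds in the authors' deposited table, with a log2 fold change of -0.86 (q = 0.0107) against ECtrl and of -0.81 (q = 0.0178) against EfCtrl. Between single libraries the difference was not larger than the spread (exact permutation test, p = 0.190). E 3KO replicates 2 and 3, at 1.72 and 2.17 FPKM, were below every control library, while the library labelled E 3KO replicate 1, at 3.61, lay within the control range of 2.27 to 10.3. Adjusted over the 4 genes by the Benjamini-Hochberg method, the exact permutation p-values were 0.0238 for *Dll4* and *Hey1*, 0.0794 for *Hes1* and 0.190 for *Lfng*. *Dll4*, *Hey1* and *Lfng* are on the paper's list of genes that differ in these same libraries. Their p-values therefore describe spread between libraries and are not independent evidence of a difference.
Among the other genes that Figure 7—figure supplement 1C groups with the Notch pathway, *Notch2* (chromosome 3, 98013538 to 98150367) fell from 12.6 ± 1.54 FPKM (SD, n = 6, with EfCtrl replicate 3 above the rest at 15.6) to 7.53 ± 2.46 (SD, n = 3; exact permutation test, p = 0.0119; limma log2 fold change -0.72, standard error 0.19, adjusted p = 0.0714). *Dtx1*, named above for its large fall, is in this group as well. It fell from 4.44 ± 2.46 FPKM (SD, n = 6) to 0.456 ± 0.362 (SD, n = 3; limma log2 fold change -1.81, adjusted p = 0.0401). The genes of this group were called on these same libraries, so their permutation p-values describe spread only. *Flt1* (chromosome 5, 147561604 to 147726011) rose from 4.67 ± 1.43 FPKM (SD, n = 6) to 10.2 ± 1.35 (SD, n = 3; exact permutation test, p = 0.0119; limma log2 fold change 1.02, standard error 0.24, adjusted p = 0.0492), and *Sox17* (chromosome 1, 4490928 to 4496413) from 2.77 ± 0.538 (SD, n = 6) to 4.65 ± 1.31 (SD, n = 3; exact permutation test, p = 0.0119; limma log2 fold change 0.57, standard error 0.15, adjusted p = 0.0733). *Notch4* (chromosome 17, 34564268 to 34588503) had group values of 42.8 FPKM in ECtrl and 64.6 in E 3KO in the authors' deposited table, with a log2 fold change of 0.60 (q = 0.00396). Its single libraries were listed at 5.73 to 13.1 FPKM in the controls and 9.16 to 11.5 in E 3KO, and these did not differ by more than their spread (exact permutation test, p = 0.333). From the presence of Notch pathway genes among those that differ, the paper proposes that the change may be significant, because this pathway has a major role in tip and stalk cell specification and in sprouting during developmental angiogenesis.

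**Figure D2:**
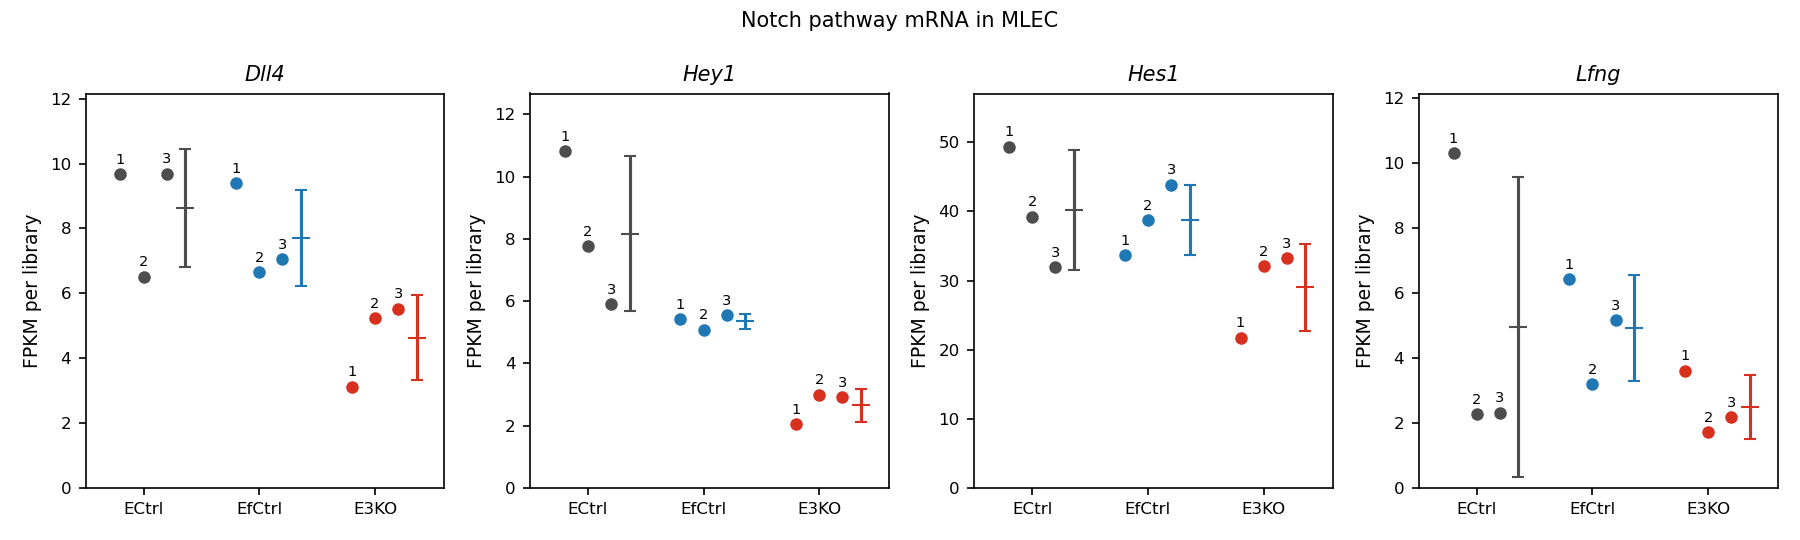
FPKM of *Dll4*, *Hey1*, *Hes1* and *Lfng* (vertical axes) in single libraries of the 3 groups (horizontal axes). Points are libraries numbered by replicate, and the bar beside them is the mean with 1 SD (n = 3); E 3KO libraries lie below all control libraries for *Dll4* and *Hey1*, while the values of *Hes1* and *Lfng* overlap.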

To test whether JNK-deficiency regulates Notch signaling in endothelial cells, we examined the effect of angiogenic cytokines that can induce expression of the Notch ligand Dll4 and engage the Notch signaling pathway. Treatment of endothelial cells with VEGF or bFGF caused increased expression of Dll4 protein and promoted accumulation of the Notch intracellular domain (NICD). However, these responses were suppressed in JNK-deficient endothelial cells (Figure 7C,D). Indeed, reduced Dll4 protein expression by E^3KO^ endothelial cells was observed in vitro and in vivo (Figure 7B–E). These data indicate that JNK can promote Notch signaling in endothelial cells by regulating Dll4 expression.

**Figure 7.**
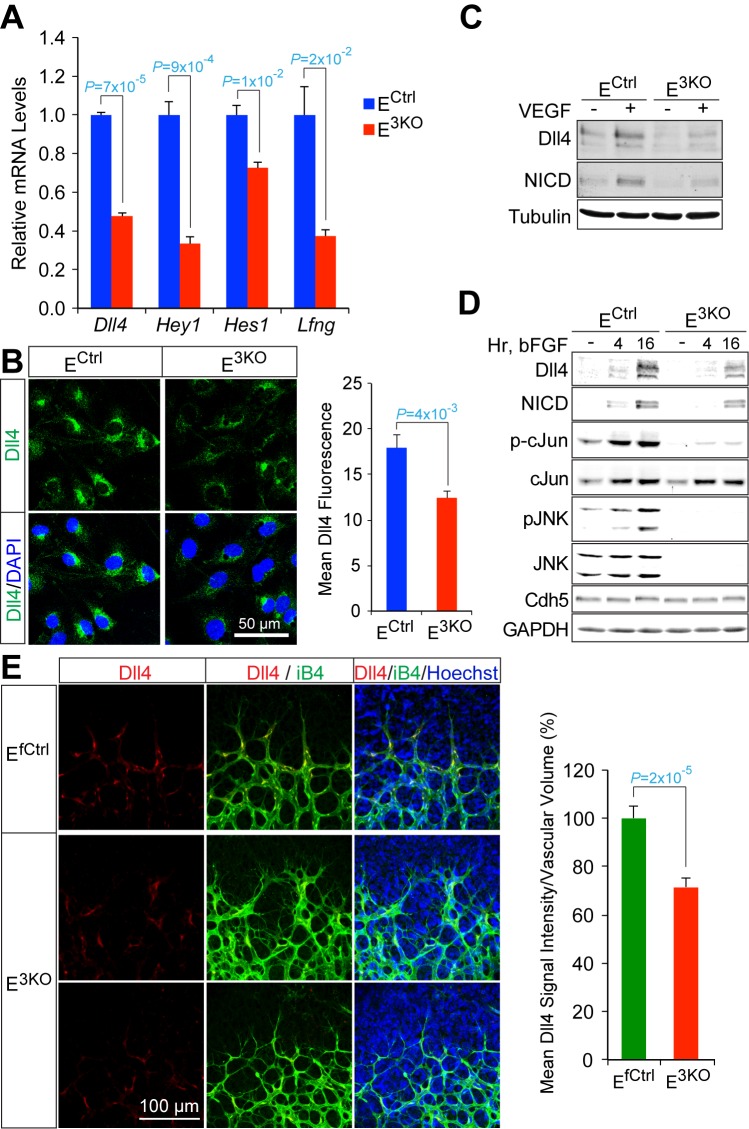
Reduced Dll4 / Notch signaling in the JNK-deficient vascular endothelium. (**A**) Quantitative RT-PCR analysis of Notch pathway genes revealing reduced expression in JNK-deficient primary endothelial cells compared with control cells (mean ± SEM; n = 4). The data shown are representative of the results obtained with three independent primary endothelial cell preparations. (**B**) Dll4 expression by control and JNK-deficient primary endothelial cells was examined by Immunofluorescence analysis (mean ± SEM; n = 10). (**C**) Control and JNK-deficient primary endothelial cells treated without and with 100 ng/ml VEGF (16 hr) were examined by immunoblot analysis by probing with antibodies to Dll4, Notch intracellular domain (NICD), and αTubulin. The data are representative of experiments performed using two independent endothelial cell preparations. (**D**) Endothelial cells treated without and with 100 ng/ml bFGF were examined by immunoblot analysis by probing with antibodies to Dll4, NICD, pSer^63^-cJun, cJun, pJNK, JNK, Cdh5 and GAPDH. The data are representative of experiments performed using two independent endothelial cell preparations. (**E**) Confocal immunofluorescence analysis of P6 whole mount retinas immunostained for Dll4 (red), isolectinB4 (iB4, green), and Hoechst (DNA, blue) demonstrates that JNK-deficiency causes reduced expression of Dll4 at the angiogenic vascular front compared with retinas from littermate control mice (mean ± SEM; n = 42~44). Source data are included as Figure 7—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18414.037 10.7554/eLife.18414.038Figure 7—source data 1.Source data for Figure 7.This file contains raw source data used to make the graphs presented in Figure 7—figure supplement 1.**DOI:** http://dx.doi.org/10.7554/eLife.18414.038

**Figure 7—figure supplement 1.**
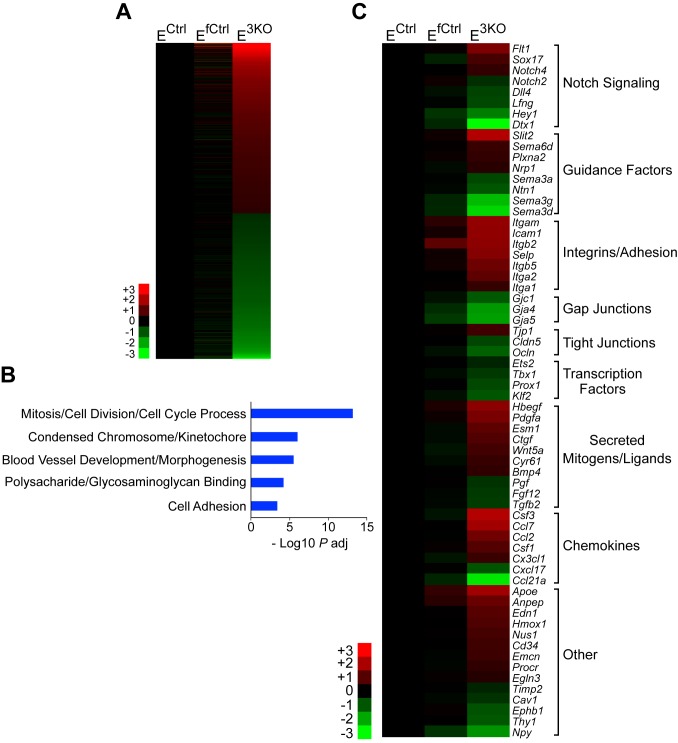
RNA-Seq analysis of differentially expressed genes between control and JNK-deficient endothelial cells. (**A**) Heatmap of the 781 differentially expressed genes (FPKM > 2; absolute log2 fold change > 0.5; n = 3; q < 0.05) between MLEC cultures isolated from endothelial JNK-deficient mice and control MLEC cultures. JNK-deficiency caused similar numbers of upregulated and downregulated genes. (**B**) Gene ontology analysis of the differentially expressed genes demonstrated significant enrichment for several biological processes. (**C**) Differentially expressed genes related to vascular development, morphogenesis, and function were grouped in several categories and are presented as a heatmap. Genes are displayed with highest upregulation top and highest downregulation bottom within each category. Source data are included as Figure 7—figure supplement 1—source data 1. **DOI:** http://dx.doi.org/10.7554/eLife.18414.039 10.7554/eLife.18414.040Figure 7—figure supplement 1—source data 1.Source data for Figure 7—figure supplement 1.This file contains raw source data used to make the graphs presented in Figure 7—figure supplement 1.**DOI:** http://dx.doi.org/10.7554/eLife.18414.040

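Among the 784 named genes that passed the thresholds against both controls, 421 rose and 363 fell in E 3KO, so that 53.7% rose (exact Clopper-Pearson 95% interval 50.1% to 57.2%; genes are not independent, so the interval covers counting error only). The log2 fold changes in the authors' deposited table compare group FPKM values, which exceeded the mean of the listed libraries by a median ratio of 1.17 in E 3KO, 1.08 in ECtrl and 1.07 in EfCtrl; the cause was not tested. With the log2 fold changes centred on the median of expressed genes, 381 genes rose and 395 fell, or 49.1% rising. The per-library FPKM values had a median log2 fold change of -0.08 in limma, and there 163 genes rose and 346 fell, or 32.0% rising. With each library centred on its median of expressed genes, a setting chosen after seeing the data, 209 of limma's calls rose and 268 fell.
The listed per-library values of the 781 genes were also compared directly. For 577 of them (73.9%) all 3 E 3KO libraries lay beyond all 6 control libraries on the same side, where chance gives 2.38%; the genes were selected on these same libraries, so the share does not measure stability. The 784 genes called here were followed by library as well. Their 361 falling genes with a symbol of their own were each below the control mean in all 3 E 3KO libraries. Of the 421 rising genes, 366 were above it in all 3, and 22 were above it only in the library labelled E 3KO replicate 1.
For the mitotic terms of panel B, the expression of 94 cell cycle genes (the S and G2/M lists of Seurat) was examined. Their median log2 fold change was -0.64 against ECtrl and -0.55 against EfCtrl (percentile 0 of 10000 expression-matched random lists for both), and 37 of them passed the thresholds, all falling. Measured against the mean of the controls, the median of the list was -0.63 in the library labelled E 3KO replicate 1, -0.68 in replicate 2 and -0.66 in replicate 3, while the 6 control libraries lay between -0.15 and 0.29. *Top2a* (chromosome 11, 98992943 to 99024189) fell from 39.8 ± 11.1 FPKM (SD, n = 6) to 15.7 ± 1.88 (SD, n = 3), a log2 fold change of -1.26 (standard error 0.22, adjusted p = 0.0222 from limma). It was chosen from the list after its values were seen.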

## Discussion

We have established mice with JNK signaling defects in the vascular endothelium to study the role of JNK in vascular function. We found that JNK is not required for angiogenesis or arteriogenesis in adult mice. However, JNK plays an essential role during developmental vascular morphogenesis, including the formation of native collateral arteries that provide an alternate route for blood flow and serve to protect against ischemic tissue damage. This action of JNK is mediated by the MLK signaling pathway. Defects in the MLK-JNK pathway result in the loss of muscle collateral circulation and profoundly suppress protective responses to arterial occlusion.

### Collateral artery development

Studies of the development of leptomeningeal (or pial) collaterals that interconnect the medial, anterior and posterior cerebral artery trees in the brain have provided evidence that these collaterals form during embryonic development starting at ~E13.5 as sprout-like extensions of endothelial cells from arterioles of existing cerebral artery trees (Lucitti et al., 2012). These nascent vessels appear to course above the pial capillary plexus and fuse with an arteriole from an adjacent arterial tree (Lucitti et al., 2012). By E15.5, a portion of these collaterals have acquired expression of the arterial marker EphrinB2 (Chalothorn and Faber, 2010). Pial collateral density peaks ~E18.5 and is followed by extensive remodeling, maturation and pruning that continues postnatally, achieving adult form and density by P21 (Chalothorn and Faber, 2010). The process of collateral artery formation during embryonic development has been termed collaterogenesis (Chalothorn et al., 2009; Faber et al., 2014).

Little is known about the development of the collateral arteries in muscle. Our studies focused on the development of the gracilis collateral arteries. We found that a vascular plexus is formed between the proximal caudal femoral artery (PCFA) and the saphenous artery (SA) at ≤ E16.5 before gracilis collaterals are detected at ≤ P0 and covered with smooth muscle at ≤ P6 (Figure 5). This observation suggests that gracilis collaterals may be formed through a plexus intermediate by selection and maturation within a pre-formed capillary network that separates adjacent arteries. The presence of nerve fibres may contribute to this process (Figure 5—figure supplement 1).

Developmental defects in gracilis collateral development were observed in mice with JNK deficiency in endothelial cells. The vascular plexus between adjacent arteries at E16.5 in JNK-deficient mice is denser and more chaotically organized (Figure 5). Highly variable vessel thickness and increased numbers of filopodia are also evident in the JNK-deficient vasculature (Figure 5). Similar defects were observed in the developing retinal vasculature (Figure 6). At P0, continuous and distinct gracillis collateral vessels interconnecting the PCFA to the SA were fully formed in control mice, but the analogous vessels in the gracillis muscle of JNK-deficient mice were defective with extensive branching into smaller vessels that appeared to enter the capillary circulation. These observations indicated that an endothelial cell patterning defect may account for the absence of gracillis collateral arteries in the JNK-deficient mice. Hypersprouting represents one aspect of this patterning defect (Figure 6) and reduced Dll4 – Notch signaling may significantly contribute to this phenotype (Figure 7).

### VEGF and Notch signaling in JNK-deficient vascular endothelium

The formation of properly organized vascular networks is essential for function and requires the coordinated interaction of numerous factors and signaling pathways that regulate diverse cellular processes. VEGF signaling promotes endothelial cell survival, proliferation and motility while Dll4–Notch signaling suppresses VEGF signaling, in part, by regulating VEGFR expression. These interactions between VEGF and Notch signaling underly the specification of endothelial cell phenotypes during angiogenesis, including highly motile tip cells that extend numerous filopodia and trailing stalk cells with low motility that form the lumen of nascent tubules (Roca and Adams, 2007; Phng and Gerhardt, 2009; Eilken and Adams, 2010; Jakobsson et al., 2010). The proper specification and interplay of tip and stalk cells is essential for the orchestration of sprouting angiogenesis that mediates expansion of vascular networks. Moreover, VEGF and Notch signaling are also critical for formation of the native collateral circulation (Cristofaro et al., 2013).

Studies of retinal vascular development demonstrate that MLK – JNK signaling regulates tip cell identity, and filopodia dynamics (Figure 6). Consequently, defects in the MLK – JNK signaling pathway cause excessive sprouting angiogenesis characterized by an increased number of tips and filopodia, increased vascular density, and decreased expression of the Notch ligand Dll4 at the angiogenic front (Figure 7). Excessive sprouting angiogenesis may contribute to the critical requirement for MLK – JNK signaling during native collateral artery development (Figure 5) and this phenotype may result from promotion of Dll4 expression by MLK – JNK signaling (Figure 7). Indeed, it is established that defects in Notch signaling, including loss of *Dll4* (Hellström et al., 2007), *Notch1* (Hellström et al., 2007), *Lfng* (Benedito et al., 2009), *RBP-J* (Dou et al., 2008; Izumi et al., 2012) or chemical inhibition of γ-secretase (Hellström et al., 2007), cause excessive endothelial cell sprouting during retinal vasculature development. Moreover, *Dll4^+/-^* mice display defects in blood perfusion restoration following femoral artery ligation (Cristofaro et al., 2013). These data support the conclusion that the decreased Dll4 expression caused by JNK-deficiency in the vascular endothelium promotes excessive sprouting angiogenesis that disrupts the development of muscle collateral vessels (Figure 8).

**Figure 8.**
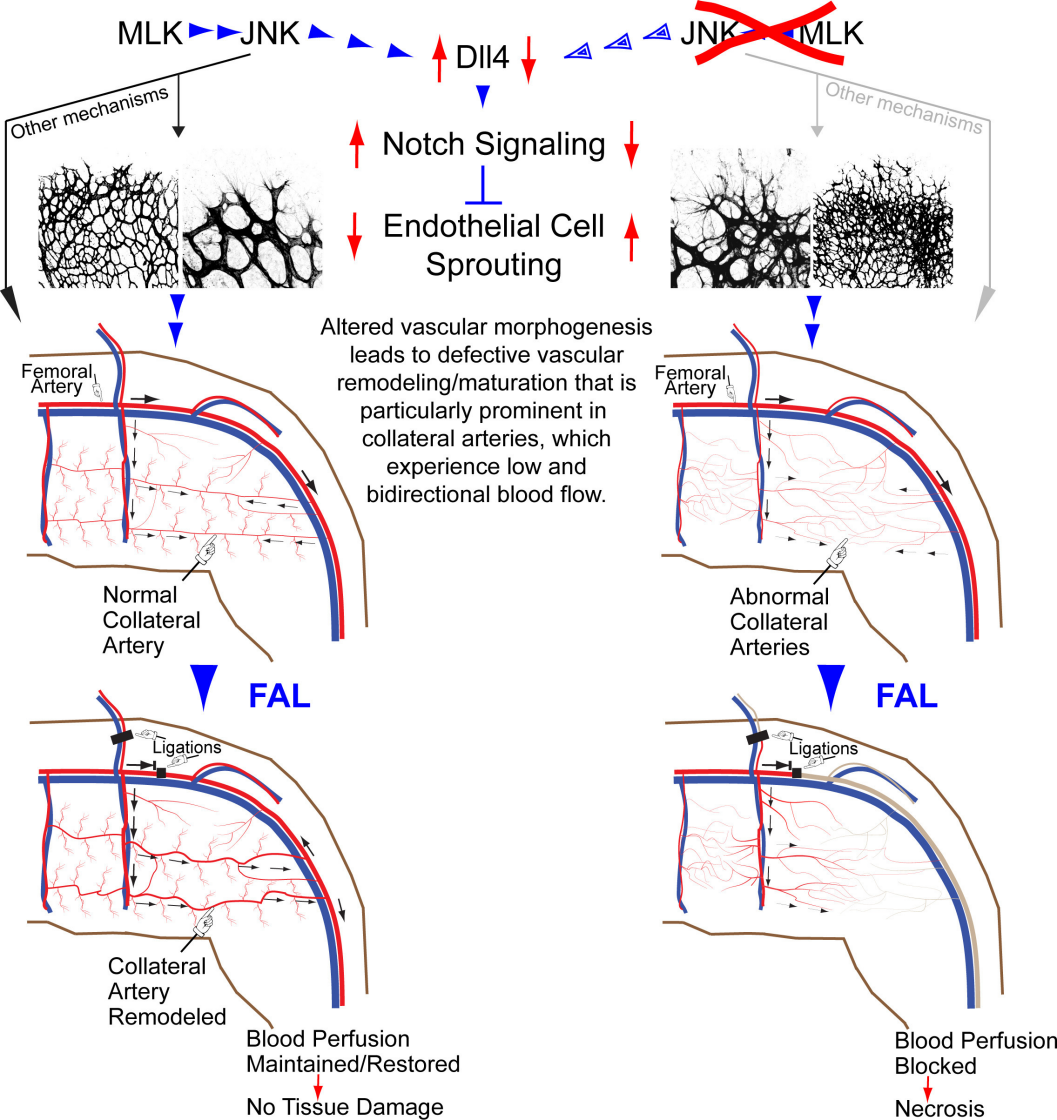
Schematic illustration of the role of the MLK-JNK pathway in vascular morphogenesis, formation of native collateral arteries, and the femoral artery ligation (FAL) model of hindlimb ischemia. **DOI:** http://dx.doi.org/10.7554/eLife.18414.041

### Conclusions

Our study points to an important role for JNK-mediated regulation of Dll4 – Notch signaling and vascular morphogenesis, and identifies a MLK – JNK signaling axis that is critical for native collateral artery formation. Disruption of this pathway causes defective collateral artery formation that results in severe blood perfusion blockade and tissue injury following arterial occlusion. Our study provides insight into the mechanism that controls muscle collaterogenesis, which is critically important for the response to arterial occlusive disease. Moreover, our analysis suggests that human germ-line mutations in JNK pathway genes may contribute to an increased risk for poor outcomes in patients following exposure to an ischemic insult.

## Materials and methods

### Mice

C57BL/6J mice (RRID:IMSR_JAX:000664), B6.SJL-*Ptprc^a^ Pepc^b^/BoyJ* mice (RRID:IMSR_JAX:002014), B6.129P2-*Lyz2^tm1(cre)Ifo^*/J (also known as *Lyz2-Cre mice and* Φ^Ctrl^ mice; RRID:IMSR_JAX:004781) (Clausen et al., 1999), B6.FVB-Tg(Cdh5-cre)7Mlia/J mice (RRID:IMSR_JAX:006137) (Alva et al., 2006), B6.Cg-Tg(Vav1-cre)A2Kio/J mice (RRID:IMSR_JAX:008610) (de Boer et al., 2003), B6.FVB(129S4)Tg(Ckmm-cre)5Khn/J mice (RRID:IMSR_JAX:006475) (Brüning et al., 1998), and B6.129(Cg)-*Gt(ROSA)26Sor^tm4(ACTB-tdTomato,-EGFP)Luo^*/J mice (also known as *Rosa26^mTmG^* mice) (RRID:IMSR_JAX:007676) (Muzumdar et al., 2007) were obtained from The Jackson Laboratories (Bar Harbor, ME). Tg(Cdh5-cre/ERT2)1Rha mice (RRID:IMSR_TAC:13073) (Wang et al., 2010) were provided by Prof. Ralf H. Adams. We have previously described *Mapk8^LoxP/LoxP^*, *Mapk9^LoxP/LoxP^, Mapk8^-/-^*^﻿^﻿ (RRID:IMSR_JAX:004319), *Mapk9^-/-^* (RRID:IMSR_JAX:004321), *Mapk10^-/-^* (RRID:IMSR_JAX:004322), Φ^KO^ mice (*Lyz2-Cre^+^ Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^*), and *Map3k10^-/-^ Map3k11^-/-^* mice (RRID:MGI:5296041) (Dong et al., 1998; Yang et al., 1998; Kuan et al., 2003; Das et al., 2007; Kant et al., 2011; Han et al., 2013). We generated the following mice:

E^3KO^ (*Cdh5-Cre^+/-^ Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^ Mapk10^-/-^)*

E^fCtrl^ *(Cdh5-Cre^-/-^ Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^ Mapk10^-/-^)*

E^Ctrl^ *(Cdh5-Cre^+/-^ Mapk8^+/+^ Mapk9^+/+^ Mapk10^-/-^)*

E^2KO^ *(Cdh5-Cre^+/-^ Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^)*

E^LoxP^ *(Cdh5-Cre^-/-^ Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^)*

E^WT^ *(Cdh5-Cre^+/-^ Mapk8^+/+^ Mapk9^+/+^)*

E^2KO:mTmG^ *(Cdh5-Cre^+/-^ Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^ Rosa26^mTmG+/-^)*

E^mTmG^ *(Cdh5-Cre^+/-^ Rosa26^mTmG+^)*

iE^3KO^ *(Cdh5-Cre/ERT2^+/-^ Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^ Mapk10^-/-^)*

iE^fCtrl^ *(Cdh5-Cre/ERT2^-/-^ Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^ Mapk10^-/-^)*

iE^Ctrl^ *(Cdh5-Cre/ERT2^+/-^ Mapk8^+/+^ Mapk9^+/+^ Mapk10^-/-^)*

iE^2KO:mTmG^ *(Cdh5-Cre/ERT2^+/-^ Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^ Rosa26^mTmG+/-^)*

E^LoxP:mTmG^ *(Cdh5-/CreERT2^-/-^ Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^ Rosa26^mTmG+/-^)*

iE^mTmG^ *(Cdh5-Cre/ERT2^+/-^ Mapk8^+/+^ Mapk9^+/+^ Rosa26^mTmG+/-^)*

H^2KO^ *(Vav1-Cre^+/-^ Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^)*

H^LoxP^ *(Vav1-Cre^-/-^ Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^)*

H^WT^ *(Vav1-Cre^+/-^ Mapk8^+/+^ Mapk9^+/+^)*

M^2KO^ *(Ckm-Cre^+/-^ Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^)*

M^WT^ *(Ckm-Cre^+/-^ Mapk8^+/+^ Mapk9^+/+^)*

All mice used in this study were backcrossed (≥ ten generations) to the C57BL/6J strain. The mice were housed in a specific pathogen-free facility accredited by the American Association for Laboratory Animal Care. The animal studies were approved by the Institutional Animal Care and Use Committees of the University of Massachusetts Medical School, Tufts University School of Medicine, and Brigham and Women’s Hospital.

### Genotyping

PCR assays with genomic DNA and the amplimers 5’-TTACTGACCGTACACCAAATTTGCCTGC-3’ and 5’-CCTGGCAGCGATCGCTATTTTCCATGAGTG-3’ were used to detect the *Cre^+^* allele (450 bp). The amplimers 5’CCTCAGGAAGAAAGGGCTTATTTC-3’ and 5’-GAACCACTGTTCCAATTTCCATCC-3’ detected the *Mapk8^+^* allele (1550 bp), the *Mapk8^LoxP^* allele (1,095 bp), and the *Mapk8^Δ^* allele (395 bp). The amplimers 5’-GTTTTGTAAAGGGAGCCGAC-3’ and 5’-CCTGACTACTGAGCCTGGTTTCTC-3’ were used to detect the *Mapk9^+^* allele (224 bp) and the *Mapk9^LoxP^* allele (264 bp). The amplimers 5’-GGAATGTTTGGTCCTTTAG-3’, 5’-GCTATTCAGAGTTAAGTG-3’, and 5’-TTCATTCTAAGCTCAGACTC-3’ were used to detect the *Mapk9^LoxP^* allele (560 bp) and the *Mapk9^Δ^* allele (400 bp). The amplimers 5’-CCTGCTTCTCAGAAACACCCTTC-3’, 5’-CGTAATCTTGTCACAGAAATCCCATAC-3’ and 5’-CTCCAGACTGCCTTGGGAAAA-3’ were used to detect the *Mapk10^+^* allele (437 bp) and the *Mapk10^-^*allele (250 bp). The amplimers 5’-CTCTGCTGCCTCCTGGCTTCT-3’, 5’-CGAGGCGGATCACAAGCAATA-3’ and 5’-TCAATGGGCGGGGGTCGTT-3’ were used to detect the *mTmG* allele (250 bp) and the WT allele (330 bp). The amplimers 5’-CCTGGTTCTCACTGGGACAACAG-3’, 5’-GTCACATCCACTTTCCTGGGC-3’, and 5’-CGCCTTCTATCGCCTTCTTGA-3’ detected the *Map3k10^+^* allele (500 bp) and the *Map3k10^-^* allele (600 bp). The amplimers 5’-AGCAAACTCCGAGCAAGGGAC-3’, 5’-GGCTAAACCAGAACTCAAGCGTG-3’, and 5’-GTAGAAGGTGGCGCGAAGGG-3’ were used to detect the *Map3k11^+^* allele (160 bp) and the *Map3k11^-^* allele (280 bp).

### Tamoxifen

Male mice (6–8 wk old) were treated with tamoxifen (Sigma-Aldrich (St. Louis, MO)) dissolved in 2% ethanol / 98% sunflower seed oil by intraperitoneal injection (1 mg/mouse) 5 times (at 48 hr intervals). Mouse embryos were treated by oral gavage of *Cre^-^* female mice at 12.5 days post coitus (dpc) with 3 mg tamoxifen dissolved in 2% ethanol / 98% sunflower seed oil. The tamoxifen-treated pups were delivered by C-section at ~ 19.5 dpc and transferred to foster mothers.

### Femoral artery ligation (FAL) and laser doppler imaging

Unilateral FAL and laser doppler imaging was performed using 10–14 week old male mice as previously described (Limbourg et al., 2009; Craige et al., 2011) with the following modifications. Two ligation protocols were performed. In one protocol we ligated the femoral artery at its origin. The second protocol involved ligation of the femoral artery between the proximal caudal femoral artery and the popliteal artery as well as ligation of the superficial epigastric artery. The second ligation schema allows for more blood flow to be diverted to the gracillis collateral circulation. Quantitative scores for ischemia and movement post-FAL were performed as described (Chalothorn et al., 2007).

### Aortic ring angiogenesis assays

The aortic ring assays were performed in collagen as previously described (Baker et al., 2012).

### Laser-induced choroidal neovascularization

Choroidal neovascularization was induced in mice using a 532 nm laser as previously described (Cashman et al., 2011). Four laser spots/eye were applied. The eyes were harvested 7 days post-injury, fixed in 4% paraformaldehyde at 4°C overnight and eyecups dissected and subjected to wholemount immunofluorescence analysis using a TCS SP2 Leica confocal microscope.

### Tumor angiogenesis assays

One million congenic B16F10 melanoma cells (American Type Culture Collection Cat# CRL-6475, RRID:CVCL_0159) were injected subcutaneously on both flanks of mice. Tumors were harvested 2 weeks later, weighed, imaged using a Zeiss Stereo Discovery V12 stereomicroscope, fixed in 4% paraformaldehyde (4°C, 12 hr), dehydrated sequentially in 15% and 30% sucrose in PBS, and embedded in Optical Cutting Temperature (OCT) prior to preparing frozen sections (10 µm). Sections were allowed to dry at room temperature, rehydrated in PBS, blocked and permeabilized in 10% normal donkey serum, 0.1% Triton X-100 in PBS for 1 hr at RT and incubated with primary antibodies; mouse anti-smooth muscle actin (1:500, Sigma-Aldrich Cat# F3777, RRID:AB_476977) and rat anti-CD31 (1:50, BD Biosciences (San Jose, CA) Cat# 558736, RRID:AB_397095) in 1% BSA PBS for 2 hr at RT. Sections were washed 3 × 5 min each with PBS and incubated with Alexa Fluor 546-goat anti mouse and Alexa Fluor 488-goat anti rat antibodies in 1% BSA PBS for 1 hr at RT. Following washing as above, DNA was stained with DAPI, sections mounted in FluoromountG (Southern Biotech (Birmingham, AL)) and imaged on a TCS SP2 Leica confocal microscope.

### Coronary artery ligation

Myocardial infarction studies were done at the Partners Cardiovascular Physiology Core at Brigham and Women’s Hospital, as previously described (Bauer et al., 2011; Li et al., 2011). Briefly, adult male mice were anesthetized by IP injection of a mixture of ketamine (40 mg/kg) and xylazine (10 mg/kg), intubated, and mechanically ventilated. Following thoracotomy, the pericardium was removed, and the proximal left coronary artery was permanently occluded with an intramural stitch.

### Echocardiography

Echocardiography (Vevo 2100, VisualSonics Inc) was performed at the Partners Cardiovascular Physiology Core at Brigham and Women’s Hospital as previously described (Bauer et al., 2011). Two-dimensional and M-mode echocardiographic images were obtained from lightly sedated (1% isoflurane in oxygen) mice and recorded. M-mode images were obtained from the parasternal short-axis view at the level of the papillary muscles and used for measurements.

### Blood pressure and heart rate

Blood pressure and heart rate measurements were done on 10–14 week old male mice using a noninvasive computerized tail cuff system (BP-2000, VisiTech Systems). Mice were trained for 1 week, and then systolic and diastolic blood pressure and heart rate were recorded as the mean of at least 16 successful measurements over 1 week.

### Measurement of arterial contraction / relaxation responses

Aortas were harvested from mice, flushed and cleaned of periaortic fat as described (Baker et al., 2012), cut into 2 mm long rings and equilibrated in Opti-MEM containing penicillin/streptomycin overnight at 37°C. Contraction and relaxation responses were measured using a 6-mL vessel myograph (Danish Myo Technology) as previously described (*36*) with the following modifications. Arterial contraction in response to increasing doses of phenylephrine (Phe) was recorded and expressed as percent of maximum contraction obtained in response to incubation in K-PSS (60 mM potassium-containing physiologic salt solution [mM: NaCl 130, KCl 4.7, KHPO_4_ 1.18, MgSO_4_ 1.17, CaCl_2_ 1.6, NaHCO_3_ 14.9, dextrose 5.5, CaNa_2_/EDTA 0.03]). Vasorelaxation in response to increasing doses of acetylcholine was recorded following pre-contraction with Phe (10^–6^ M).

### μCT analysis

Hindlimbs were scanned in air aligned axially on a Scanco (Wayne, PA) µCT 40 at 70kVp, 114 µA and a resolution of 10 µm. The region of interest (ROI) included the entire hindlimb. To obtain the bone/vasculature overlay image, a contour around the entire ROI was utilized and segmented to include all soft and hard tissue. A second contour of the same ROI with the bone removed was also performed and segmented. The segmentation parameters included the values 0.8 Gauss sigma, 1.0 Gauss support, and a threshold of 212–1000 (density range of 500 mg of HA/cm^3^). The two segmented files were overlaid using Scanco’s IPL Transparency program and a false color image of the resulting file was created using the 3D Display program.

### Microfil and bismuth/gelatin perfusions

Mice were anesthetized (150 mg/kg ketamine and 13 mg/kg xylazine) and treated by intravenous injection of 400 U heparin prior to thoracotomy. The right atrium was severed and the mice were maximally vasodilated by infusing, via the left ventricle, 30 ml normal saline containing 1 g/l adenosine, 4 mg/l papaverine, and 100 μg/ml heparin followed by 15 ml 2% formalin and ~0.5 ml uncatalyzed blue Microfil (Flow Tech) to help visualize the abdominal aorta during cannulation. Mice were then transected just below the diaphragm, the abdominal aorta was cannulated (Mc-28, Braintree Scientific (Braintreet, MA)) and the vasculature perfused using a syringe gun (IGSET-3510, Medco) with ~3 ml undiluted catalyzed blue Microfil or 10 ml of a warm 50% Bismuth (prepared as described [Simons, 2008]) / 7% gelatin in normal saline. The aorta and vena cava were then clamped and the perfusate was allowed to polymerize for at least an hour (4°C) before the hindlimbs were harvested, the skin removed, and the limbs placed in 10% formalin. We dissected the medial surface of adductor muscles of fixed, dehydrated (70 and 100% ethanol), and Microfil-perfused hindlimbs. The tissue was cleared in methyl salicylate (Sigma) and imaged with a stereomicrosope (Ziess).

### Dil perfusions

The Dil solution was prepared as previously described (Li et al., 2008), but with the addition of a filtration (40 μm) step to remove undissolved particles. P0 or P6 pups were euthanized by isofluorane inhalation, decapitated, and immediately perfused via the left ventricle with 3 or 5 ml, respectively, of Dil solution using a 10 ml syringe and 27 gauge needle and/or the thoracic aorta using a micro cannula (Mc-28, Braintree Scientific). Pups were then rinsed with PBS and fixed/stored in 4% paraformaldehyde (PFA) at 4°C until dissected.

### Ocular dissections

Eyes were fixed in 4% paraformaldehyde (RT,1 hr or 4°C, 12 hr) and retinas were dissected as previously described (Pitulescu et al., 2010).

### Muscle dissections

P6 pups were perfused with PBS via the left ventricle (and E16.5 and P0 pups were rinsed in PBS) prior to fixation in 4% paraformaldehyde (4°C, 12 hr). Using a steromicroscope, the mice were transected below the diaphragm and a mid-sagital incision was performed to separate the two hindlimbs and the associated abdominal musculature. The skin and associated adipose tissue was carefully removed and the abdominal muscles isolated via incisions at their attachment to the pelvis and vertebral column. The entire medial surface of the hindlimb adductor muscles was harvested en block via dissection 1–2 mm around the saphenous, femoral and proximal caudal femoral arteries. Muscle tissues were then either cleared sequentially (70% and 90% glycerol/PBS, at least 5 hr each) and mounted in 90% glycerol/PBS for direct visualization of GFP / Dil or processed for immunofluorescence analysis. A similar procedure was used to examine adult muscle.

### Whole mount lectin and immunofluorescence staining

Muscles were blocked and permeabilized in 1% BSA, 0.5% Triton X-100 PBS (12 hr, 4°C). Tissues were equilibrated by washing 3 × 10 min each with Pblec buffer (1% Triton X-100, 1 mM CaCl_2_, 1 mM MgCl_2_, and 1 mM MnCl_2_ in PBS pH 6.8) and incubated with biotinylated *Griffonia simplifolica* isolectin B4 (iB4, 1:25, Vector Labs (Burlingame, CA) in Pblec buffer. Antibodies were diluted in 1% BSA, 1% normal donkey serum (NDS), 1% Triton X-100 PBS and muscle samples were incubated in antibody solution for two days at 4°C. We used the following primary antibodies: FITC-conjugated smooth muscle actin (1:500, Sigma-Aldrich Cat# F3777, RRID:AB_476977), goat anti-endomucin (1:100, R & D Systems (Minneapolis, MN) Cat# AF4666, RRID:AB_2100035) and mouse anti-Neurofilament-M (1:100, Developmental Studies Hybridoma Bank (University of Iowa), Cat# 2H3, RRID:AB_531793). The samples were washed 3 × 20 min each with 0.5% BSA, 0.5% Triton X-100 in PBS at room temperature (RT). Fluorescence detection using secondary antibodies was performed by incubation with Alexa Fluor-488-conjugated streptavidin (1:100, Invitrogen (Carlsbad, CA)) and/or Alexa Fluor-546-conjugated donkey anti-goat or donkey anti-mouse antibodies (1:200, Invitrogen) in 1% BSA, 1% NDS, 1% Triton X-100 in PBS overnight at 4°C. Samples were washed 3 × 20 min each with 0.5% BSA, 0.5% Triton X-100 in PBS and once with PBS at RT and then cleared sequentially (70% and 90% glycerol/PBS, at least 5 hr each) and mounted in 90% glycerol/PBS.

Whole mount retina (Pitulescu et al., 2010) and (retinal pigment epithelium (RPE)/choroid/sclera) (Cashman et al., 2011) staining was performed as previously described. Samples were stained with biotinylated or Alexa Fluor-488- conjugated iB4 (1:25, Vector Labs), rabbit anti-NG2 (1:200, EMD Millipore (Billerica, MA) Cat# AB5320, RRID:AB_91789), or goat anti-Dll4 (1:100, R & D Systems Cat# MAB1389, RRID:AB_2092985). Fluorescence detection was performed using Alexa Fluor-488-conjugated streptavidin, Alexa Fluor-546 or 633-conjugated secondary antibodies and Alexa Fluor 546-conjugated Phalloidin (Invitrogen). DNA was stained with 1 µM 4,6'-diamidino-2-phenylindole (DAPI) or 10 μg/ml Hoechst (both from Invitrogen) in PBS for 10 min at RT and retinas and (RPE/choroid/sclera) were mounted in FluoromountG (Southern Biotech).

### Muscle histology

Mice were anesthetized (150 mg/kg ketamine and 13 mg/kg xylazine) and treated by intravenous injection of 400 U heparin prior to thoracotomy. The right atrium was severed and the mice were maximally vasodilated by infusing, via the left ventricle, 20 ml normal saline containing 1 g/l adenosine, 4 mg/l papaverine and 100 μg/ml heparin followed by 10 ml 2% formalin. The skin was removed and entire hindlimbs were fixed in 10% formalin (RT, 24 hr). Calf and adductor muscles were dissected *en block* from fixed hindlimbs, dehydrated and embedded in paraffin. Cross sections (7 μm) were prepared and subjected to antigen retrieval using 1x antigen unmasking solution (Vector Labs). The sections were blocked and permeabilized in 10% normal goat serum, 0.1% Triton X-100 in PBS for (RT, 1 hr) and incubated with Alexa Fluor 488-conjugated IsolectinB4 (1:25, Vector Labs) and primary antibodies, mouse anti-smooth muscle actin (1:500, Sigma-Aldrich Cat# A5228, RRID:AB_262054) and rat anti-CD31 (1:50, BD Biosciences Cat# 558736, RRID:AB_397095) in 1% BSA in PBS (RT, 2 hr). Sections were washed 3 × 5 min each with PBS and incubated with Alexa Fluor 546-goat anti mouse and Alexa Fluor 488-goat anti rat antibodies in 1% BSA PBS for 1 hr at RT. Following washing as above, DNA was stained with DAPI, sections mounted in FluoromountG (Southern Biotech) and imaged on a TCS SP2 Leica confocal microscope.

### Microscopy and image analysis

Whole mount muscle and retinal vasculature imaging was done on a Zeiss stereomicroscope or a TCS SP2 Leica confocal microscope. Maximum projection confocal images of the adductor muscle vasculature were generated from z-stacks (30–300 μm, 1–10 μm step size depending on specimen size, staining and objective used) acquired starting at the medial surface of the adductor muscle specimens. To visualize large areas of the vasculature on the confocal microscope, a tile-scanning technique was employed whereby multiple overlapping (20–30% overlap) maximum projection images were acquired with a 10x or 20x objective and a composite image was constructed by arraying the individual images in Photoshop. Quantification of vascularized area in whole mount retinas was done from fluorescence stereomicroscopic images using ZEN software (Zeiss). Retinal angiogenic front vascular density, endothelial sprouts and filopodia were quantitated using ImageJ and maximum projection confocal images acquired with a 10x, 20x and 63x objective respectively. The number of tip cells and filopodia was measured as described (Pitulescu et al., 2010).

### Murine lung endothelial cells (MLEC)

Primary MLEC cultures were prepared as described (Kuhlencordt et al., 2004) with minor modifications. Briefly, lungs were harvested aseptically, rinsed in Dulbecco's modified eagle medium (DMEM), cut into small pieces and digested (1 hr, 37°C) in 1.7 mg/ml collagenase (Worthington). Lung digests were triturated by pipetting repeatedly through a 10 ml pipette fitted with a 1 ml pipette tip, passed through a 40 µm filter, and the cells obtained were cultured (2 days) on gelatin-coated plates in MLEC medium (20% fetal bovine serum, 38% DMEM, 38% Ham's F-12 supplemented with 100 μg/mL endothelial cell growth supplement (ECGS, Biomedical Technologies), 4 mM L-glutamine, 100 μg/mL heparin, and 1% penicillin/streptomycin (Life Technologies). Endothelial cells were isolated by selection with rat anti-mouse intercellular adhesion molecule 2 (ICAM2) antibody (BD Biosciences Cat# 553326, RRID:AB_394784) -coupled sheep anti-rat Ig magnetic beads (Invitrogen) and cultured for an additional 3–4 days. The cells were then subjected to a second round of selection using magnetic beads and then cultured for an additional 2 days before studies were performed. The purity of the primary endothelial cell cultures was examined by staining live cells with 1,1'-dioctadecyl - 3,3,3',3'-tetramethyl-indocarbocyanine perchlorate acetylated low-density lipoprotein (Dil-Ac-LDL; BT-209; Alfa Aesar (Ward Hill, MA)) and by staining with a PE-conjugated antibody to Cdh5 (1:50, eBioscience Cat# 12-1441-82, RRID:AB_1907346). The staining was examined by fluorescence microscopy and flow cytometry.

The 5-ethynyl-2'-deoxyuridine (EdU) incorporation assays were performed by incubation of cell cultures with 10 μM EdU (6 hr). The cells were processed for detection of EdU incorporation using the Click-iT EdU Alexa Fluor 488 Imaging Kit according to the manufacturer’s instructions (Invitrogen).

Confluent MLEC cultures in DMEM/F12 supplemented with 1% FBS were stimulated with 100 ng/ml VEGF-A or bFGF (Peprotech) or incubated in 1% O_2_.

Immunofluorescence analysis was done using cells fixed with 4% paraformaldehyde (RT, 15 min). The cells were washed (3 × 10 min each) with PBS and subsequently incubated in permeabilizaton/blocking buffer (10% normal goat serum (NGS) or NDS (depending on the species of secondary antibody used), 0.1% Triton X-100 (1 hr, RT), and then incubated with primary antibodies, including PE-conjugated rat anti-Ki-67 (1:200, eBioscience Cat# 12-5698-82, RRID:AB_11150954), mouse anti-αTubulin (1:500, Sigma-Aldrich Cat# T5168, RRID:AB_477579), rat anti-Cdh5 (1:50, BD Biosciences Cat# 550548, RRID:AB_2244723) and goat anti-Dll4 (1:100, R & D Systems Cat# MAB1389, RRID:AB_2092985) in 1% BSA, 0.1% Triton X-100 (4°C, 12 hr) and washed (3 × 10 min each) with PBS. Fluorescence detection using secondary antibodies was performed by incubation (RT, 2 hr) with appropriate Alexa Fluor- 488, 546 or 633-conjugated secondary antibodies (1:200, Invitrogen). The cells were then washed (3 × 10 min each) with PBS. DNA was stained with 4,6'-diamidino-2-phenylindole (DAPI) or Hoechst (1 μM, Invitrogen). The cells were mounted in FluoromountG (Southern Biotech) and imaged on a TCS SP2 Leica confocal microscope. Fluorescence was quantitated using ImageJ software.

### Endothelial cell tubulogenesis assays

Primary MLECs (1 × 10^5^ cells) in 0.5% FBS DMEM/F12 were seeded in 8 well chamberslides (BD Biosciences) layered with 300 μl polymerized growth factor reduced matrigel (BD Biosciences) and incubated at 37°C for 8 hr. Tubular networks were imaged using a Zeiss inverted microscope.

### Endothelial cell migration assays

Confluent monolayers of primary MLECs in 96 well plates were simultaneously scratched using a 96-pin wound making tool (WoundMaker, Essen Bioscience), rinsed twice with media and wound closure was monitored by automated live cell imaging on an IncuCyte ZOOM system (Essen Bioscience (Ann Arbor, MI)) using a 10x objective. The area between the edges of the wound in images taken at different time intervals was quantitated using ImageJ.

### RNA isolation

To isolate RNA from tissues, mice were perfusion cleared with PBS via the left ventricle. Hindlimb adductor and calf skeletal muscles were harvested en block, snap frozen in liquid nitrogen, and then pulverized into a powder using a CryoPREP impactor (Covaris (Woburn, MA)). Total RNA was extracted with TRIzol (Life Technologies) and was purified using an RNeasy kit (Qiagen). RNA from cells and other tissues homogenized in RLT buffer (Qiagen) was isolated using the RNeasy kit.

### Quantitative RT-PCR assays

We used purified RNA to prepare cDNA using The High Capacity Reverse Transcription Kit (Life Technologies). The expression of mRNA was examined by quantitative PCR analysis using a Quantstudio PCR system (Life Technologies). TaqMan assays were used to quantitate *Cdh5* (Mm00486938_m1), *Dll4* (Mm00444619_m1), *Emr1* (Mm00802529_m1), *Hes1* (Mm01342805_m1), *Hey1* (Mm00468865_m1), *Lfng* (Mm00456128_m1), *Pecam1* (Mm01242584_m1), *Slc2a1* (Mm00441480_m1) and *Vegfa* (Mm01281449_m1). The relative mRNA expression was normalized by measurement of the amount of 18S RNA in each sample using TaqMan assays (catalog number 4308329; Life Technologies).

### RNA sequencing

RNA was isolated using the RNeasy kit (Qiagen). RNA quality (RIN > 9) was verified using a Bioanalyzer 2100 System (Agilent Technologies). Total RNA (10 μg) from independent MLEC isolations (lungs from 4 mice per isolation) was used for the preparation of each RNA-seq library by following the manufacturer’s instructions (Illumina). Three independent libraries were examined for each condition. The cDNA libraries were sequenced by Illumina Hi-Seq with a paired-end 40-bp format. Reads from each sample were aligned to the mouse genome (UCSC genome browser mm10 build) using TopHat2 (Kim et al., 2013). The average number of aligned reads per library was > 20,000,000. Endothelial cell gene expression was quantitated as fragments per kilobase of exon model per million mapped fragments (FPKM) using Cufflinks (Trapnell et al., 2010). Differentially expressed genes were identified using the Cufflinks tools Cuffmerge and Cuffdiff. Differentially expressed genes were defined as those genes that were expressed (Fragments Per Kilobase of exon per Million fragments mapped [FPKM] > 2); absolute log2-fold change > 0.5; *q* ≤ 0.05. Gene ontology was examined by Kyoto Encyclopedia of Genes and Genome (KEGG) pathway analysis (Kanehisa et al., 2012) with the Database for Annotation, Visualization and Integrated Discovery (DAVID) (Huang et al., 2009).

### Transplantation assays

Bone marrow (BM) was harvested by flushing tibias and femurs from at least three 10–12 week old mice with ice cold PBS. Erythrocytes were disrupted by incubation of BM in ACK lysing buffer (Life Technologies). The BM cells were then resuspended in PBS and passed through a 100 μm filter. Cells were counted and mixtures of test BM cells from the indicated genotypes were prepared by mixing test BM cells expressing the CD45.2 allele with competitor BM cells from B6.SJL-*Ptprc^a^ Pepc^b^/BoyJ* mice expressing the CD45.1 allele at a 20 test:80 competitor cell ratio. 1 × 10^6^ total BM cells were intravenously injected via the tail vein into lethally irradiated (11 Gy) 10–12 week old CD45.1/CD45.2 heterozygous female mice. Transplanted mice were maintained on antibiotic water for the first two weeks post transplantation. Blood was harvested via the retroorbital sinus using heparinized capillary tubes and EDTA-coated vials at 5 and 20 weeks post transplantation and subjected to flow cytometry analysis.

### Complete blood cell (CBC) analysis

CBC analysis was done using a HemaTrue hematology analyzer (Heska (Loveland, CO)) by the Department of Animal Medicine, University of Massachusetts Medical School.

### Flow cytometry

Blood was washed in PBS, stained with live/dead fixable blue dead cell staining kit (Invitrogen), washed in PBS and blocked in 2% FBS-PBS / 0.02% sodium azide plus Fc-block (Anti-CD16/32 antibody 1:200, BD Biosciences). Surface antigens were detected by incubation for 30 min at 4°C with conjugated antibodies including CD45.1-eFluor 450 (eBioscience Cat# 48-0453-82, RRID:AB_1272189), CD45.2-FITC (BD Biosciences Cat# 553772, RRID:AB_395041), CD3e-APC (BD Biosciences Cat# 561826, RRID:AB_10896663), CD19-APC-H7 (BD Biosciences Cat# 560143, RRID:AB_1645234), CD11b-PE (BD Biosciences Cat# 562287, RRID:AB_11154216) and GR1-Alexa Fluor 700 (BioLegend Cat# 108422, RRID:AB_2137487). Following washing with 2% FBS-PBS 0.02% sodium azide, red cells were lysed and leukocytes fixed by incubating in lyse/fix solution (BD Biosciences). Cells were washed with PBS and analyzed on an LSR-II cytometer (Becton Dickenson). Data were processed using FlowJo Software (Tree Star).

### Immunoblot analysis

Cell extracts were prepared using Triton lysis buffer (20 mM Tris at pH 7.4, 1% Triton X-100, 10% glycerol, 137 mM NaCl, 2 mM EDTA, 25 mM β-glycerophosphate, 1 mM sodium orthovanadate, 1 mM phenylmethylsulfonylfluoride, 10 µg/mL of aprotinin plus leupeptin). Extracts (20–50 μg of protein) were examined by protein immunoblot analysis by probing with antibodies to Cdh5 (BD Biosciences Cat# 550548, RRID:AB_2244723), cJun (Cell Signaling Technology Cat# 9165L, RRID:AB_2129578), pSer^63^-cJun (Cell Signaling Technology (Danvers, MA) Cat# 9261S, RRID:AB_2130162), Dll4 (R&D Systems Cat# MAB1389, RRID:AB_2092985), pERK (Cell Signaling Technology Cat# 4370S, RRID:AB_2281741), ERK (Cell Signaling Technology Cat# 4695P, RRID:AB_10831042), GAPDH (Santa Cruz Biotechnology Cat# sc-365062, RRID:AB_10847862), JNK (BD Biosciences Cat# 554285, RRID:AB_395344), pJNK (Cell Signaling Technology Cat# 4668P, RRID:AB_10831195), cleaved Notch1 (NICD) (Cell Signaling Technology Cat# 4147S, RRID:AB_2153348), and αTubulin (Sigma-Aldrich Cat# T5168, RRID:AB_477579). Immune complexes were detected using the Odyssey infrared imaging system (LI-COR Biotechnology (Lincoln, NE)).

### Statistical analysis

Differences between groups were examined for statistical significance with an unpaired Student's test with equal variance or a log-rank (Mantel-Cox) test for determining significance of Kaplan-Meier survival curves. All studies were performed with at least three biological replicates. The number of biological replicates is stated in the figure legends.

How the deposited data were processed for this re-analysis (not part of the article)

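RNA-seq was carried out on primary MLEC of 3 groups, ECtrl, EfCtrl and E 3KO, with 3 libraries each. Every library came from its own isolation from the lungs of 4 mice, by selection for ICAM2 and culture. The authors aligned the paired reads to mm10 with TopHat2, estimated FPKM with Cufflinks, merged the transcript models with Cuffmerge and compared the groups with Cuffdiff. The deposited values are the FPKM of each library, the FPKM of each group, the log2 fold change, and the p-value and q-value of each pair of groups. Equal p-values carry equal q-values across the 3 deposited tables in 99.8% of distinct p-values, and adjustment within a single table did not give the deposited q-values, so the authors' adjustment covers more than 1 table. The smallest p-value in the deposited tables is 5e-05 and the smallest q-value 0.000724.

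The condition of each library was taken from its sample label, and the genotype in the labels was compared with the methods. The replicate numbers also come from the labels. Libraries with the same number are isolations from different mice. Some cells of the deposited log2 fold changes (1221 in the comparison of E 3KO with ECtrl) hold a spreadsheet error where 1 group is at 0, and these were read as minus infinity. Loci were called named unless their symbol was that of a predicted gene, a clone, an accession or a small RNA family; this rule was chosen after seeing the data. There were 21111 named and 15993 unnamed loci. Symbols shared by several loci (3749 loci) were left out of tests of single libraries, because the per-library values are listed by symbol.

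Genes were called with FPKM of at least 2 in ECtrl or E 3KO, absolute log2 fold change of at least 0.5 and q under 0.05, in both comparisons and in the same direction. The paper's methods state FPKM above 2, absolute log2 fold change above 0.5 and q at or under 0.05, and 0 tested named loci had a value equal to a threshold, so both forms select the same genes. Calls between the controls used the same thresholds with the FPKM minimum in ECtrl or EfCtrl. The design had been written before the data were examined for tables of comparisons, with limma as the test if per-library values were present. They were, so limma 3.58.1 (R 4.3.3) was fitted to log2(FPKM + 1) of the 9 libraries with the 3 groups in the model and default moderation, and E 3KO was contrasted with the mean of the controls, for genes with a group mean of 2 FPKM or more and with Benjamini-Hochberg adjustment. This fit was tested on simulated data made from the 10605 genes, in which 200 had been changed by known amounts. It called 84% of the changed genes, 93.4% of those changed by 2 on the log2 scale, and 4 unchanged genes. Single genes were compared by exact two-sided permutation of the 3 E 3KO and 6 control libraries on log2(FPKM + 0.1), and members of the MLK family by exact sign flips of their log2 difference over the 6 control libraries.

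Gene lists were compared by their median log2 fold change with 10000 random lists matched on mean expression in 20 bins, among named genes with an FPKM of 1 or more in any group. Cell cycle genes are the lists of Seurat 5.3.0 with mouse symbols matched by name or synonym (96 of 97 matched). The marker lists of cell types were written before the deposited tables were examined, though after the values in the paper's source data had been read. On simulated lists of 50 genes, 0 of 40 unshifted lists and 40 of 40 lists shifted by -0.5 lay outside the middle 95% of random lists. The marker lists tested were smaller, at 2 to 14 genes. Members of several lists also correlated within groups (0.388 for leukocyte and 0.195 for cell cycle genes). The simulation therefore does not show how the percentiles behave for lists of that kind. Calls near *Mapk8* and *Mapk9* were counted within 10 Mb on either side and compared with other genes by Fisher's exact test. Annotation was GENCODE release M21, which is on the same build as the files. Scripts ran under Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

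The genes named in the text were fixed by a rule before the data were examined. They are the JNK and MLK genes, the Notch genes the paper names or groups together in Figure 7—figure supplement 1C, the 3 calls that rose and the 3 that fell most against ECtrl, the 5 calls between the controls with the largest change, and members of the marker lists among the calls. Genes named outside this rule are marked where they appear or belong to a short list given in full. Alternatives to each choice were also fixed beforehand and are listed with their effect after the article. They cover the FPKM, fold change and q thresholds, either control alone, unnamed loci, centring, pseudocounts, the replicate number as a block, windows of other sizes and the omission of each library. A mean-variance trend in limma and the centring of each library in limma were added after seeing the data. The number of fragments per gene is unknown. Comparing low FPKM values between libraries gave depths between 1.21 and 1.71 times that of ECtrl replicate 2, with broad peaks, so these are rough estimates and no counting interval was derived from them. The reads, gene ontology terms, the quantitative RT-PCR and the protein measurements were not analysed here.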

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

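The tests of distinct fragments and of estimates present in a single library, and the test of chance placement of calls near *Mapk8*, were chosen only after the result was seen.

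The paper does not report a comparison of the 2 control groups with each other. In the authors' deposited table 70 named genes passed the paper's thresholds between EfCtrl and ECtrl, 49 higher and 21 lower in EfCtrl, and 17 of the 70 are also among the genes called against both controls. The 5 largest finite changes were those of a locus on chromosome 3 (133955473 to 134262090), *Tfrc*, *SLC25A37*, *Myl9* and *Cd52*. Leukocyte genes formed part of this difference. The 14 leukocyte markers had a median log2 fold change of 1.11 in EfCtrl against ECtrl and of 1.33 in E 3KO against ECtrl, each at percentile 100 of random lists matched on expression. If the cultures differed in their share of leukocytes, these genes would rise and fall together within each group. The mean pairwise correlation of their within-group deviations was 0.388, above 99.9% of matched random lists (median 0.00177). Against the mean of the controls, the median of the list was -0.68, -0.01 and -0.09 in ECtrl replicates 1, 2 and 3, 0.37, 0.62 and -0.05 in EfCtrl, and 0.55, 0.44 and 0.78 in E 3KO. EfCtrl replicate 3 was thus below ECtrl replicate 2, and ECtrl replicate 1 was far below the rest. A larger share of leukocytes in the E 3KO cultures and in EfCtrl replicates 1 and 2 may therefore account for the difference, which was not present in every EfCtrl library. For 6 smooth muscle and fibroblast markers, with a median log2 fold change of 0.78 in EfCtrl against ECtrl, the same correlation was 0.863, above all matched random lists, so a share of smooth muscle cells or fibroblasts that differs between cultures may account for those. The larger values were not seen in every EfCtrl library, with medians of -0.41, 0.66 and 0.97 in EfCtrl replicates 1, 2 and 3 against -1.13, 0.23 and -0.08 in ECtrl. In E 3KO this list was lower, with a median of -0.88 against ECtrl (percentile 0.05) and of -1.66 against EfCtrl (percentile 0). Against the mean of the controls, the medians were -1.52, -0.95 and -0.75 in E 3KO replicates 1, 2 and 3. ECtrl replicate 1, at -1.13, was below E 3KO replicates 2 and 3, so the list did not separate E 3KO from ECtrl. The 10 pan-endothelial genes also correlated, at 0.467, so joint movement of a list is not specific to admixed cells. Expression in the endothelial cells themselves was not tested apart from this.

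Calls between the controls were more frequent around the floxed *Mapk8* gene. Within 10 Mb of it 4 of 62 genes were called (*Il17rd*, *Galntl2*, *Ogdhl* and *Sncg*, chosen after their values were seen), against 66 of 9513 elsewhere (Fisher's exact test, p = 0.00106). Around *Mapk9* the same window held 0 calls among 109 genes. The test set beforehand took both genes together and gave an odds ratio of 3.39 (Fisher's exact test, p = 0.0362), with 4.13 (p = 0.0413, Fisher's exact test) within 5 Mb and 1.99 (p = 0.190, Fisher's exact test) within 20 Mb, so it was under 0.05 in 2 of 3 windows. *Mapk8* was singled out after these counts were seen, so its own p-value restates the pattern, and a concentration near *Mapk8* alone cannot be told apart from chance placement of the calls. ECtrl mice carry intact *Mapk8*, whereas EfCtrl and E 3KO mice carry the LoxP allele, so DNA of another strain beside the LoxP allele of *Mapk8* is a candidate explanation. It predicts that the called genes move the same way in E 3KO. All 4 were lower than in ECtrl in E 3KO as well as in EfCtrl, and 4 of 4 differed less between E 3KO and EfCtrl. The same held for 46 of 65 calls outside the window, so this outcome is common among these calls and the test separates the explanations only weakly. The strains of the DNA were not examined.

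For 44 named genes, single control libraries were checked against the other controls on FPKM without logarithms. Chance gives about 2.2 genes if the values are spread normally. The 44 also include the 5 genes chosen for their large change between the controls, so this number is only a rough guide. Single libraries stood far from the other control libraries in 9 of the genes. The largest were *Tfrc*, at 1090.9 FPKM in ECtrl replicate 3 against 4.88 to 7.06 in the other controls, and the chromosome 3 locus that contains a microRNA gene, at 544 FPKM in ECtrl replicate 1 against at most 0.287. Estimates of this kind, at 50 FPKM or more and 20 times the next library, were found for 7 other symbols in ECtrl replicate 3 and in every other library, from 1 to 24 symbols. Loci with a high estimate in a single library only may therefore be a property of the FPKM estimation, and the calls for *Tfrc* and the chromosome 3 locus between the controls rest on them. The other 7 genes were *Notch2* (15.6 FPKM in EfCtrl replicate 3), *Fam180a* (14.6 in ECtrl replicate 1), *Sema3d* (12.1 in ECtrl replicate 1), *Stab2* (13.3 in ECtrl replicate 3), *Aif1* (1.78 in EfCtrl replicate 2), *Mtap2* (0.872 in EfCtrl replicate 2) and *BC021891* (listed at 0 in ECtrl replicate 3). No explanation was tested for these.

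Unnamed loci were called as well, 87 against both controls, and 74 of these rose. Of the rising unnamed loci with a symbol of their own, 30 of 73 (41.1%) also rose in both E 3KO replicates 2 and 3, compared with 383 of 421 (91.0%) of the rising named genes (Fisher's exact test, p = 2.1e-20). High estimates in the library labelled E 3KO replicate 1 only may therefore account for much of the excess of rising unnamed loci. That library had 63.8% of symbols with a mean FPKM of 0.05 to 0.2 listed at 0, against 27.1% to 44.9% in the other 8 libraries. At a mean of 0.2 to 1 FPKM the share was 33.2%, against 6.03% to 13.7%, at 1 to 5 FPKM it was 4.13%, against 0.786% to 1.57%, and at 5 FPKM or more it was 1.65%, against 1.21% to 1.57%. The excess thus reached well above the lowest values and was small from 5 FPKM on, which is what fewer distinct fragments in that library would give. Its depth was roughly estimated at 1.61 times that of ECtrl replicate 2, the second highest of 8 such estimates, which goes against it, although this estimate has a broad peak. Its distance from the other libraries (a loading of 0.87 on a first component with 27.1% of the variance) therefore cannot be told apart from fewer distinct fragments.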

How the results depend on the processing

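The alternatives were set before the data were examined, apart from 2 limma settings named as added. Of 180 alternative values, 148 kept their direction and side of the threshold or moved by less than the set margin. The causes of the changes below were not tested. The number of genes called against both controls ranged from 284 (absolute log2 fold change of at least 1) to 1144 (ECtrl comparison alone), and only the first is more than 1.5 times away from 784. The share that rose went from 53.7% to 58.0% with q under 0.01 and to 49.1% with the log2 fold changes centred on the median of expressed genes. In limma 32.0% of the calls rose, and 43.8% after each library had been centred, an added setting. The number of genes called between the controls, 70, was 44 with an FPKM minimum of 5, 114 with no FPKM minimum, 29 with an absolute log2 fold change of at least 1, 38 with q under 0.01 and 27 with q recomputed within the table.

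The log2 fold changes of the Notch genes kept their sign in all alternatives. Leaving out each library in turn gave -0.97 to -0.57 for *Dll4*, -1.38 to -1.11 for *Hey1*, -0.56 to -0.26 for *Hes1* and -1.10 to -0.56 for *Lfng*. The exact permutation p-values were 0.0179 or 0.0357 for *Dll4* and *Hey1*, the smallest possible once a control or an E 3KO library is left out, so they show no stability. They ranged from 0.0179 to 0.214 for *Hes1*, which passed 0.05 only without ECtrl replicate 3 (log2 fold change -0.51), and from 0.107 to 0.429 for *Lfng*. As a difference between group means of per-library log2 FPKM, the value of *Lfng* was -0.81 with a pseudocount of 0.1 and -0.65 with a pseudocount of 1. In neither case did it pass (exact permutation test, p = 0.190).

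Libraries with the same replicate number did not deviate together (mean correlation 0.0239 over 9 pairs, against -0.0122 over 18 pairs of other numbers). With the replicate number as a block, limma called 202 genes in place of 509. Permutation within replicate numbers has 27 arrangements and a smallest p of 0.037. It left the per-library log2 fold changes at -0.82 for *Dll4*, -1.28 for *Hey1*, -0.45 for *Hes1* and -0.81 for *Lfng*, with exact p = 0.037, 0.037, 0.148 and 0.0741. Within every replicate number, 661 of the 781 genes had E 3KO beyond both controls in the same direction, where chance gives 7.41%.

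Leaving out 1 library changed limma's count to between 9 and 408 genes. The count of genes whose E 3KO libraries lay beyond all controls, 577, became 578 to 648. This second count cannot fall when a library is left out, so it shows no stability. limma called 411 genes with a pseudocount of 0.1, 351 with no FPKM minimum, 511 with a mean-variance trend (added) and 477 with each library centred (added). Of these 477 and 511 genes, 431 and 436 were among the 509.

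The order of *Map3k10* and *Map3k11* changed sign, with a mean log2 difference of -0.24 in the ECtrl libraries only and of 0.495 in the EfCtrl libraries only. Leaving out each control library gave -0.00262 to 0.25 for this pair, 1.63 to 1.77 for *Map3k10* over *Map3k9* and 1.70 to 1.93 for *Map3k11* over *Map3k9*. The median of the tip cell list was -0.0350 against EfCtrl in place of 0.10. The other 8 lists kept their direction and their side of the threshold under every alternative. The odds ratio for calls between the controls near *Mapk8* and *Mapk9* together was 3.39 (Fisher's exact test, p = 0.0362) within 10 Mb, 4.13 (Fisher's exact test, p = 0.0413) within 5 Mb and 1.99 (Fisher's exact test, p = 0.190) within 20 Mb.

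FPKM without fragment counts limits all low values. *Mapk10* and *BC021891* were listed at 0 in at least 1 library, and no bound on their expression can be given.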

Differences from the paper's values

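In the main settings, all values the paper states for a measure computed here were within the margin used for comparison. The count of genes called against both controls was 784, where the paper gives 781, and 780 genes are in both lists. Outside the paper's list were *Clec4d*, a septin gene whose symbol had become a date in the spreadsheet, and 2 loci with compound or clone-like symbols on chromosomes 11 and 17. These 4, like *Srcap*, were named after their values were seen. *Srcap* is in the paper's list but was not called here. Its symbol names 2 loci in the authors' deposited table. The locus at 127512027 to 127536376 on chromosome 7 rose against ECtrl by a log2 fold change of 0.77 (q = 0.0251) and was not called against EfCtrl (0.38, q = 0.255). The locus at 127559386 to 127565266 fell by 0.65 against EfCtrl (q = 0.00792) and was not called against ECtrl (-0.50, q = 0.0515). The paper's source data give the first locus in the comparison with ECtrl and the second in the comparison with EfCtrl. Each was called here with the corresponding comparison alone.

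The paper counts *Hes1* among the differentially expressed genes. It cites Figure 7A, where quantitative RT-PCR gave lower expression of Notch pathway genes in JNK-deficient cells, and this was not analysed here. From RNA-seq alone, *Hes1* was not called here under any of the alternative thresholds set before the data were examined, with the log2 fold change of -0.36 (q = 0.120) against ECtrl in the authors' deposited table. Between single libraries the exact permutation p-value for *Hes1* was under 0.05 only without ECtrl replicate 3 (p = 0.0179).

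The paper presents 64 vascular genes as differentially expressed. Of these, 59 were called here. The other 5 all passed with no minimum log2 fold change. With the thresholds of the paper's methods, *Plxna2* passed against ECtrl (log2 fold change 0.59) and not against EfCtrl (0.47), and *Nrp1* against EfCtrl (0.60) and not against ECtrl (0.47). *Ets2* (-0.42 and -0.40), *Egln3* (0.43 and 0.36) and *Timp2* (-0.43 and -0.41) passed in neither comparison of the authors' deposited table. In limma *Ets2* was called (log2 fold change -0.54, adjusted p = 0.0365) and the other 4 were not.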

Other observations

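The tests of a mislabelled library, of a single E 3KO library and of lymphatic endothelial cells were chosen only after the result was seen.

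The number of genes that limma calls was compared with other divisions of the 9 libraries. With the controls as 1 group, the real division gave 718 genes. Of the 27 divisions that take 1 library of each replicate number, 1, the real one, gave as many. Over all 84 divisions it was also 1, and the most that another division gave was 2 genes. The other divisions mix E 3KO with control libraries and so carry the real difference as spread.

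*Mapk8* was not lower in the library labelled E 3KO replicate 1, although *Mapk9* was. Cells without the deletion in that library are a candidate explanation, as is a mislabelled control library. If both genes were intact, either explanation predicts that genes called from the other E 3KO libraries would move little in it. Without it limma called 375 genes, and for the 360 of them with an absolute log2 fold change of at least 0.5, its median change relative to theirs was 0.912, with 88.3% in the same direction. By the same rule the median for E 3KO replicate 2 was 0.675 over 289 genes, with 98.3% in the same direction. For replicate 3 it was 1.24 over only 9 genes, with 100% in the same direction. The library labelled E 3KO replicate 1 thus had the lowest share in the same direction, but not the lowest median change. By the median change, neither explanation was favoured in the form with both genes intact. Cells that kept *Mapk8* alone cannot be judged by this test, because genes that respond to the loss of *Mapk9* could still move. Transcripts of the recombined allele could not be told from intact ones in values for whole loci.

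Cell cycle mRNAs were lower in E 3KO. The paper reports no difference in proliferation between control and E 3KO MLEC from EdU incorporation and Ki-67 staining (Figure 1—figure supplement 4), an experiment on other cultures. *Mki67*, chosen because it encodes Ki-67, fell from 8.10 ± 0.974 FPKM (SD, n = 6) to 3.63 ± 0.685 (SD, n = 3), and all 3 E 3KO libraries lay below every control library (exact permutation test, p = 0.0119; limma log2 fold change -0.98, adjusted p = 0.0124). With random lists matched on expression, transcript length and GC content, the median of the cell cycle list stayed at percentile 0, for the 91 genes (96.8%) with a length and a GC content, so gene length or GC content was not favoured. A single E 3KO library was not favoured either, since the median was negative in 3 of 3. The list's median also lay below 0 in EfCtrl against ECtrl (-0.12, percentile 0), a smaller change. Culture density and passage at harvest were not analysed here, and no biological explanation was tested.

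Lymphatic endothelial genes were lower in E 3KO in all 3 libraries, with medians of -0.47, -0.57 and -0.70 against the mean of the controls for 11 genes, among them *Prox1*. A smaller share of lymphatic endothelial cells in the cultures may account for this. The mean pairwise correlation of within-group deviations was 0.344, above 98.7% of matched random lists. A change within the endothelial cells would not be told apart by this test, and *Stab2*, which rose, goes against a fall of all such genes.

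Lung epithelial genes were tested by 2 genes alone. *Scgb1a1* was at 46.2 FPKM in the library labelled E 3KO replicate 1, at 0 and 0.655 in E 3KO replicates 2 and 3 and at most 1.87 in the controls, so its call against both controls rests on that library.

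For the genes called against both controls, EfCtrl differed from ECtrl in the direction of E 3KO in 65.3% of 782 genes. Both differences share the ECtrl libraries. When the 2 comparisons used different ECtrl libraries, the share ranged from 36.6% to 79.8% over 6 divisions, so the pattern cannot be told apart from the spread of the ECtrl libraries.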
